# In Search for Reliable Markers of Glioma-Induced Polarization of Microglia

**DOI:** 10.3389/fimmu.2018.01329

**Published:** 2018-06-15

**Authors:** Kacper A. Walentynowicz, Natalia Ochocka, Maria Pasierbinska, Kamil Wojnicki, Karolina Stepniak, Jakub Mieczkowski, Iwona A. Ciechomska, Bozena Kaminska

**Keywords:** microglia, glioma, functional phenotype, transcriptomics, glioma-associated microglia/macrophages

## Abstract

Immune cells accumulating in the microenvironment of malignant tumors are tumor educated and contribute to its growth, progression, and evasion of antitumor immune responses. Glioblastoma (GBM), the common and most malignant primary brain tumor in adults, shows considerable accumulation of resident microglia and peripheral macrophages, and their polarization into tumor-supporting cells. There are controversies regarding a functional phenotype of glioma-associated microglia/macrophages (GAMs) due to a lack of consistent markers. Previous categorization of GAM polarization toward the M2 phenotype has been found inaccurate because of oversimplification of highly complex and heterogeneous responses. In this study, we characterized functional responses and gene expression in mouse and human microglial cultures exposed to fresh conditioned media [glioma-conditioned medium (GCM)] from human U87 and LN18 glioma cells. Functional analyses revealed mutual communication reflected by strong stimulation of glioma invasion by microglial cells and increased microglial phagocytosis after GCM treatment. To define transcriptomic markers of GCM-activated microglia, we performed selected and global gene expression analyses of stimulated microglial cells. We found activated pathways associated with immune evasion and TGF signaling. We performed computational comparison of the expression patterns of GAMs from human GBMs and rodent experimental gliomas to select genes consistently changed in different datasets. The analyses of marker genes in GAMs from different experimental models and clinical samples revealed only a small set of common genes, which reflects variegated responses in clinical and experimental settings. *Tgm2* and *Gpnmb* were the only two genes common in the analyzed data sets. We discuss potential sources of the observed differences and stress a great need for definitive elucidation of a functional state of GAMs.

## Introduction

Tumor microenvironment consists of various non-neoplastic cells that play an important role in tumor growth, progression, and immune response evasion. In glioblastoma (GBM), one of the most aggressive and prevalent primary brain malignancy in adults, tumor-infiltrating microglia and peripheral macrophages are major immune cell population within the tumor. Glioma-associated microglia/macrophages (GAMs) account for up to 30% of tumor mass in human GBMs (1–3) and in experimental glioma models (4–7). Glioma cells secrete various cytokines and chemokines acting as chemoattractants and polarizing factors on the resident microglia [for reviews, see Ref. (8, 9)]. Their role in glioma progression and immunosuppression has been shown in different experimental glioma models (10, 11). Pharmacological or genetic ablation of GAMs reduced tumor growth in mice experimental models of glioma (10, 12, 13). While controversy remains on the magnitude of peripheral macrophage recruitment to gliomas at different steps of tumor progression, there is growing evidence that tumor-specific education of GAMs is expected to determine their effector functions during tumor progression.

In tumor microenvironment, infiltrating macrophages adopt different activation states between antitumor M1 and protumor M2 phenotypes, and these functional phenotypes are defined by differential expression of surface markers, secreted cytokines, and roles in immunoregulation (14). M2 macrophages express frequently genes involved in tissue repair and resolution and have immunosuppressive and immunoregulatory properties. Clinical and mouse model data correlate the accumulation of macrophages with protumor activities. To define a functional phenotype of GAMs *in vivo*, these cells (usually defined as CD11b^+^ cells) have been isolated using immunomagnetic beads or immunosorting and subjected to global gene expression profiling (2, 3, 5, 6). Most of those studies used microarray gene expression profiling, whereas RNA-seq was used to profile CD11b^+^ in human samples. The resulting definitions of transcriptomic-based functional phenotypes of GAMs from human and experimental rodent gliomas are conflicting and indicate either a mixture of M1/M2 phenotypes (3, 5), the M0 phenotype (2), or the M2 phenotype (6). Categorization of GAM polarization using M1/M2 markers reported for peripheral macrophages (14) has been found inaccurate to describe discrete states due to oversimplification of highly complex and heterogeneous responses. There is no consensus and reliable gene expression-based markers.

We have previously characterized rat primary microglia cultures responses to rat C6 glioma-conditioned medium (GCM) and found that factors secreted by glioma cells induce the proinvasive, immunosuppressive polarization of microglia (15, 16). Selected genes were upregulated in cultured microglia, and their expression was also increased in GAMs isolated as CD11b^+^ from C6 gliomas in rats (6). While animal models are a better tool to recreate complex cell–cell interactions between a tumor and its microenvironment, mechanistic analyses of events underlying activation are feasible in cell co-cultures. In this study, we characterized interactions between human glioma and microglial cells and defined gene expression profiles in search for markers of microglia polarization. In addition, we re-evaluated published datasets consisting of differentially expressed genes in GAMs from rat and mouse gliomas, and human GBM samples to identify overlapping or common genes. As a little commonality has been found, we discuss potential sources of variability and prospects of finding reliable markers.

## Materials and Methods

### Microglial Cultures

Primary microglial cultures were prepared from cerebral cortices of P0–P2 old C57BL/6J mice. Following stripping off the meninges and enzymatic brain dissociation the cells were collected and seeded onto the culture flasks. After 48 h, cell cultures were washed three times with phosphate-buffered saline (PBS) to remove debris. Primary cultures were kept in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 2 mM l-glutamine, 100 U/mL penicillin, and 100 µg/mL streptomycin (Gibco, MD, USA). Following establishment of glial culture monolayer, microglial cells were isolated by gentle shaking for 1 h at 100 RPM at 37°C. Microglial cells were then collected by centrifugation, counted, checked for viability, and seeded at density 60 × 10^4^ onto 60-mm plastic dishes (for non-adherent cultures). Microglial cultures were used for experiments 48 h after seeding.

Human immortalized SV40 microglia (Applied Biological Materials Inc.) were cultured in Prigrow III Medium (Applied Biological Materials Inc.) supplemented with 10% fetal bovine serum (Gibco, MD, USA) and antibiotics (100 U/mL penicillin, 100 µg/mL streptomycin) in a humidified atmosphere of CO_2_/air at 37°C. Mouse microglial BV2 cells were cultured in DMEM with GlutaMAX™ (DMEM GlutaMAX™) supplemented with 2% fetal bovine serum (Gibco, MD, USA) and antibiotics (100 U/mL penicillin, 100 µg/mL streptomycin) in a humidified atmosphere of CO_2_/air (5%/95%) at 37°C (Heraeus, Hanau, Germany).

### Glioma Cell Cultures

Human GBM cell lines LN18, U87-MG (ATCC, Manassas, VA, USA) were cultured in DMEM supplemented with 10% fetal bovine serum (Gibco, MD, USA) and antibiotics (100 U/mL penicillin, 100 µg/mL streptomycin) in a humidified atmosphere of CO_2_/air (5%/95%) at 37°C (Heraeus, Hanau, Germany).

Patient-derived glioma cell cultures WG4 (GBM WHO grade IV) and IPIN20160420 (GBM WHO grade IV) were developed as previously described (17). Cells were cultured in DMEM/Nutrient Mixture F-12, GlutaMAX™ medium (DMEM/F-12, GlutaMAX™) supplemented with 10% fetal bovine serum (FBS, Gibco, MD, USA) and antibiotics (100 U/mL penicillin, 100 µg/mL streptomycin) in a humidified atmosphere of CO_2_/air (5%/95%) at 37°C (Heraeus, Hanau, Germany).

### GCM and Microglia Treatment

Human glioma cells were seeded onto 60-mm dish at density 75 × 10^4^ in DMEM or DMEM/F12, GlutaMAX™ supplemented with 10% fetal calf serum, and 100 U/mL penicillin and 100 µg/mL streptomycin. Following 24 h, the medium was changed to a microglia culture medium (DMEM or Prigrow III Medium 10% FBS with antibiotics), and glioma cells were cultured for another 24 h. Fresh GCM was collected and used to treat microglial cells. Cells exposed to GCM were collected after 3 and 6 h.

### Functional Tests on Microglia

Morphological changes were assessed in microglial cultures using a co-culture system. Microglial cells were seeded onto round glass cover slips at 8 × 10^4^/well in a 24-well plate and incubated for 48 h. Glioma cells were seeded into the Falcon cell culture inserts with 0.4-µm pores (Falcon #353095) at 6 × 10^4^/insert. After 24 h, the inserts were transferred into the plate with microglial cells and co-cultured for 48 h. Microglial cells were fixed with 2% paraformaldehyde in PBS, permeabilized with 0.1% TRITON X-100, and stained for 30 min at room temperature using Rhodamine–Phalloidin (1:1,000 in PBS). Cells were co-stained with DAPI (4′,6-diamidino-2-phenylindole; 0.001 mg/mL, Sigma) to visualize nuclei. Pictures were acquired using fluorescence microscope (Leica DM4000B, 40× objective). Images were analyzed using ImageJ software, and a ratio of Phalloidin stained area versus DAPI was used for a statistical analysis of cell size.

Phagocytic activity of microglia was assessed using flow cytometry. Microglial cells seeded onto 60-mm dishes and following 48 h, cells were treated for 24 h with fresh human GCM or LPS 100 ng/mL. Fluorescent latex beads were added (50 beads/cell; Sigma L3030) 3 h before read out. Cells were gently scrapped in cold PBS, washed twice and fluorescence was determined by FACSCalibur Flow Cytometer (BD Biosciences). In one run, 10,000 events were collected per sample and a mean fluorescence intensity (MFI) was calculated.

### Gene Expression Analysis

RNA was isolated using RNeasy Mini Kit (QIAGEN, USA), followed by quality and quantity assessment using NanoDrop 2000 Spectrophotometer (Thermo Fisher, USA), and samples were stored at −80°C. RT-PCR was performed using SuperScript III Reverse Transcriptase (Invitrogen, USA) on 500 ng of total RNA and stored at −20°C. Gene expression profiling was performed by quantitative real-time PCR using 10 ng of cDNA in duplicates, using FAST SYBR Green PCR MasterMix (Life Technologies, USA) in 10 µL reaction with a listed set of primers (Table S1 in Supplementary Material). Amplified product was normalized to the endogenous expression of *18S*, and represented as delta Ct values.

Gene expression profiling of human SV40 microglia stimulated with GCM from human glioma LN18 and U87-MG cells was performed with GeneQuery™ Human Microglial Sensome qPCR Array (# GQH-MGS, ScienCell). GeneQuery™ qPCR array is a 96-well plate pre-made format; it contains in each well one validated primer set that recognizes and efficiently amplifies a specific target gene’s cDNA. The primer set recognizes all known transcript variants of the target gene and amplifies only one gene. The array contains eight control genes. The annealing temperature in qPCR analysis was 65°C (with 2 mM Mg^2+^ and no DMSO). Gene expression profiling was performed by qPCR using 10 ng of cDNA from assorted samples from three duplicates for each group (untreated, GCM U87-MG, GCM LN18). The expression of selected genes were tested by qPCR with commercial primers for the following genes *P2RY12, SIGLEC1, SELPLG, IFITM5, PTAFR, TNFRSF1B*, and *GPR84*, purchased from ScienCell Research Laboratories (sequences undisclosed). Each primer set provided lyophilized and ready to use.

Global gene expression analysis using Affymetrix MG-430 PM Strip system (Affymetrix, USA) using GCM treated primary microglia for 6 h (*n* = 3). Samples were run on Bioanalyzer RNA 6000 Pico kit (Agilent, USA) to assess RNA integrity and concentration. The protocol was followed according to the manufacture’s manual using 100 ng of total RNA and samples with RIN > 9.5. Hybridization was performed at 45°C for 16 h and fluidics, and imaging was done as described in the GeneAtlas System User’s Guide (P/N 08-0246). All samples were run at the same time. Data were analyzed using R Studio software and Bioconductor package, and data were deposited into GEO Repository (GSE113370).

### Invasion Assay

Microglial cells were plated onto 24-well plates at the density of 4 × 10^4^. After 24 h, the invasion assay was performed using tissue culture inserts (6.5 mm Transwell^®^ with 8.0 µm Pore Polycarbonate Membrane Insert, Corning, NY, USA) coated with the Growth Factor Reduced Matrigel™ Matrix (BD Biosciences, San Diego. CA, USA). 50 µL of the Matrigel™ Matrix (1 mg/mL) diluted in fresh DMEM medium was dried under sterile conditions (37°C) for 5–6 h. The medium was replaced to fresh one 1 h before seeding the glioma cells into inserts (to a medium for microglial cultures). The LN18, U87-MG, WG4, and IPIN20160420 cells were seeded at a density of 2 × 10^4^/insert on matrigel-covered membrane in serum-reduced medium (2% FBS). The cultures were placed in a 37°C incubator with humidified air containing 5% CO_2_. After 18 h, cells were fixed in ice-cold methanol and cell nuclei stained with DAPI (0.001 mg/mL, Sigma). The membranes from Transwell^®^ inserts were cut out, and images were acquired using fluorescence microscope (Leica DM4000B, 10× objective) of the five independent fields (bottom, top, left, right side, and a center). Numbers of migrating cell nuclei were counted using ImageJ software. All experiments were performed at least three times, in duplicates.

### Statistical Analysis

Each experiment was performed at least three times, on independent passages/cultures, at least in duplicates. Statistical analyses were performed using GraphPad Prism v6.01 (GraphPad Software, Inc., San Diego, CA, USA). The data were plotted as mean ± SD. Differences between the means of the treatments were evaluated using one-way analysis of variance (one-way ANOVA) followed by *post hoc* Dunnett’s multiple comparison test or one-sided paired sample *t*-test (*p*-value) for two groups analysis. *p*-Values <0.05 were considered to be statistically significant and significance is marked as *p < 0.05, **p < 0.01, and ***p < 0.001.

### Comparison of Different Gene Expression Data Sets

Mouse (E-MTAB-2660) and rat (E-MTAB-5050) microarray gene expression data were obtained from the Array Express database. Human RNA-seq expression profiles were obtained from GEO database (GSE80338). The raw microarray data were pre-processed using RMA as described (6). Annotation of probe sets was performed with information provided in the Ensembl database. For RNA-seq data, the already computed FPKM values were used. All data analyses were performed in the R statistical environment and relevant Bioconductor software.

## Results

### Functional Analyses of Microglia Responses to Human Glioma Cells

Microglia can respond to various insults or environmental stimuli by changing its morphology, activating phagocytosis, and modulating gene expression (16). Changes from thin/ramified to more amoeboid/round shapes are associated with functional activation *in vitro* and *in vivo* and are useful indicator of activated microglia. We used a co-culture system, in which cells are separated by inserts which allows only the exchange of soluble factors. Murine microglial cells were co-cultured with glioma cells to assess morphological changes induced by conditioned media from U87-MG and LN18 glioma cell cultures (Figures 1A–D). In the presence of glioma cells, we observed profound changes in morphology of microglia and transformation of bipolar cells to the amoeboid shape cells (Figures 1B,C). Insets show representative images of cells with changed morphology in higher magnification. We quantified percentages of amoeboid microglia under various conditions (Figure 1D). U87-MG glioma cells showed the stronger ability than LN18 to induce morphological changes of murine microglia that display more amoeboid/round shapes. Next, we employed flow cytometry to assess phagocytosis of fluorescent beads in primary microglial cultures upon the exposure to GCM from three glioma cultures or LPS, a potent immunomodulator. Phagocytosis was determined as mean fluorescence intensity (MFI) of cells. Graph shows FACS measurements from a representative experiment. There was a significant increase in phagocytosis following the treatment with GCM from primary GBM patient-derived cell cultures (IPIN20160420), and a consistent trend in the increase of phagocytosed beads in microglia treated with U87-MG GCM.

**Figure 1:**
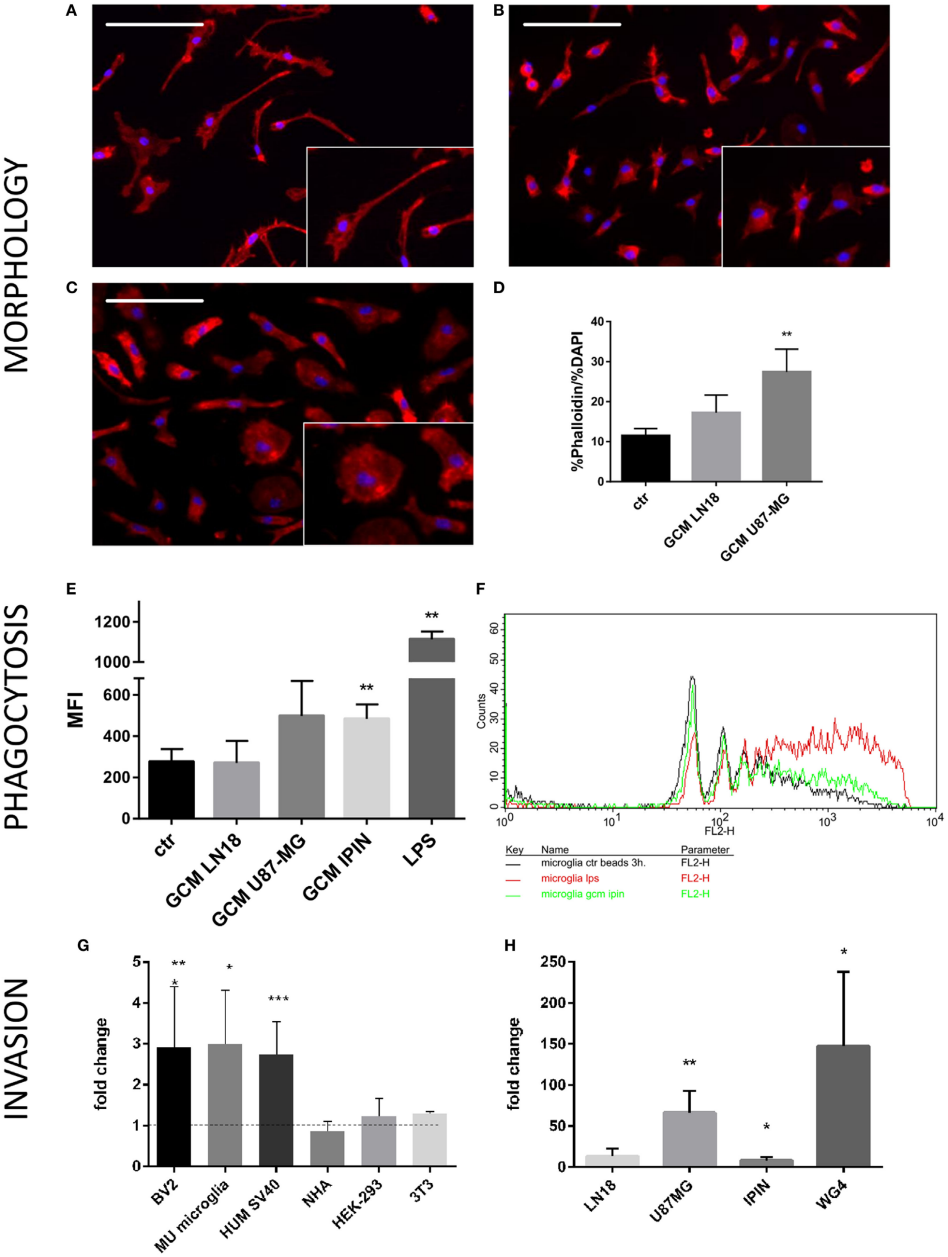
Functional analyses of glioma-induced polarization of murine microglia. Primary murine microglia cultures were co-cultured with human U87-MG or LN18 glioma cells. **(A–C)** Representative images show morphological changes induced in primary murine microglia cultures following co-culture with human U87-MG or LN18 glioma cells. Morphological alterations were visualized by F-actin staining; cell nuclei were co-stained with DAPI. Insets show in higher magnification numerous microglia with amoeboid shape in co-cultures with U87-MG cells. **(D)** Changes were quantified by ratio of percentage of Phalloidin staining to percentage of DAPI staining that is proportional to cell size. **(E,F)** Murine microglia were treated for 24 h with conditioned media [glioma-conditioned medium (GCM)] from human U87-MG, LN18, and IPIN glioma cells or LPS (100 ng/mL), incubated for 3 h with fluorescent beads and subsequently analyzed by flow cytometry. Phagocytosis of fluorescent beads in microglia is represented as mean fluorescence intensity (MFI); graph shows statistically significant groups **(F)** using one-way ANOVA with Dunnett’s multiple comparisons test; *n* ≥ 3. **(G)** Matrigel assay was performed to determine invasion of human U87-MG glioma cells in the presence of different microglial (BV2—immortalized murine microglia, Mu microglia—primary microglial cultures, SV40 immortalized human microglia) or non-microglial cells (NHA—normal human astrocytes, HEP293 cells, and NIH3T3 fibroblasts). Data are calculated as fold change in relation to basal invasion in the absence of microglia. Matrigel invasion data are calculated as means ± SD, *n* ≥ 3 and were analyzed by one-sided paired sample *t*-test; *n* ≥ 3. Differences at *p* < 0.05 were considered significant (***p < 0.001, **p < 0.01, and *p < 0.05). **(H)** Invasiveness of various human glioma cells (IPIN and WG4 are primary patient-derived glioma cultures) is increased to different extent in the presence of BV2 murine microglial cells.

Interactions between microglia and human glioma cells were further investigated by a matrigel invasion assay in a co-culture system. We have previously demonstrated that the presence of rat microglia doubles glioma invasion (18, 19). First, we examined the ability of different microglial cells and other non-microglial cells to increase invasion of U87-MG glioma cells. As shown in the Figure 1G, all tested microglial cells: murine BV2 cells, primary murine microglial cultures, and human SV40 microglial cells significantly increased invasion of U87-MG glioma cells. Non-microglial cells, such as normal human astrocytes, human HEK-293 cells, and murine 3T3 fibroblasts, did not increase invasion of U87-MG glioma cells. As the primary microglial cultures produced most variable results, invasion assay experiments were performed on microglial BV2 cells. As the primary microglial cultures produced most variable results, invasion assay experiments were performed on microglial BV2 cells, and also for comparison on human SV40 cells (Figure S1 in Supplementary Material). We investigated the ability of BV2 microglial cells to support invasion of human U87-MG and LN18 glioma cells, as well as two patient-derived glioma cultures (IPIN20160420 and WG4; Figure 1H). Each glioma cell line had a specific invasion potential under basal conditions, so the increase of invasion in the presence of microglial cells was expressed as a fold change in relation to a cell line control performed for each treatment group. The results show a variable extent of dependence of glioma invasion on microglial cells. Three of four tested glioma cells showed increased in invasion in presence of murine microglial cells. The most prominent increase of invasion was observed in a case of U87-MG and WG4 cells, whereas IPIN20160420 showed moderate increase (Figure 1H). Altogether, our results show that both established and primary cultures of glioma interact in co-culture system, and U87-MG glioma cells exert strong and reproducible effect on murine microglia. Both murine and human microglial cells support invasion of U87 MG glioma cells, while astrocytes and other cells do not have such effect.

### The Expression of Pre-Defined Marker Genes in Murine and Human Microglial Cells Treated With GCM From Human Glioma Cells

We have demonstrated the induction of certain genes in rat microglia cultures exposed for 6 h to GCM from C6 rat glioma cells (15, 16). Therefore, we sought to investigate whether those markers of microglia activation are modulated in murine microglia by GCM from human glioma cells. Primary murine microglia cultures were treated with fresh GCM from LN18 and U87-MG human glioma cells for 3 and 6 h. The expression of *Mmp14, cMyc, Arg1, Ifnb1, Cxcl14, Irf7*, and *Smad7* was assessed with qRT-PCR, and the results are plotted as delta Ct values relative to the endogenous *18S* expression (Figure 2). Increases in the *Mmp14* and *Arg1* expression were detected in microglia exposed to GCM from U87-MG cells for 3 h. Small increases of *Arg1, Cxcl14*, and *Smad7* mRNA levels at 6 h were observed; however, due to large variations between the biological repeats, these changes did not reach significance. None of the tested genes was significantly upregulated by GCM from LN18 glioma cells. The basal expression of selected genes varied between 3 and 6 h. The expression of endogenous *18S* was used as a reference for the amount of cDNA as its expression did not change following treatment.

**Figure 2:**
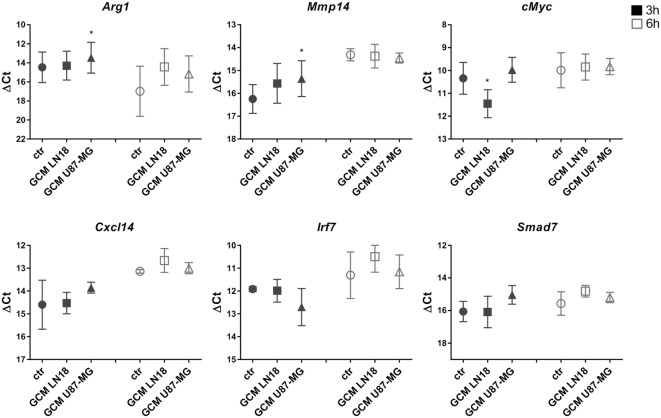
The expression of selected genes in glioma-conditioned medium (GCM) stimulated primary murine microglia cultures. Gene expression was determined by qRT-PCR in microglial cultures left untreated (circles), treated with GCM from LN18 (squares), or U87-MG (triangles) for 3 h (black) and 6 h (white). Data are shown as delta Ct values relative to *18S* expression. Assessment of statistical significance was performed using one-way ANOVA test, followed by Dunnett’s multiple comparison test. The results are calculated as means ± SD, *n* ≥ 3. Differences at *p* < 0.05 were considered as significant (***p < 0.001, **p < 0.01, and *p < 0.05).

We used GeneQuery™ Human Microglial Sensome qPCR Array examining 89 genes to perform gene expression profiling of human SV40 microglial cells polarized by GCM from human LN18 and U87-MG glioma cells. The results, presented as a heatmap, demonstrate moderate similarity in the profiles of upregulated genes in microglia stimulated with GCM U87-MG or LN18. The expression of genes strongly upregulated by either treatment is indicated by arrows and gene names (Figure 3A). The expression of selected, upregulated genes (incorporating *c-MYC, SMAD7*, and *MMP14*) was validated by qPCR in independent cultures of human SV40 microglial cells treated for 6 h with GCM and corroborated the qPCR Array results. A number of genes were significantly upregulated, and we observed the stronger effect after GCM LN18 treatment (Figure 3B).

**Figure 3:**
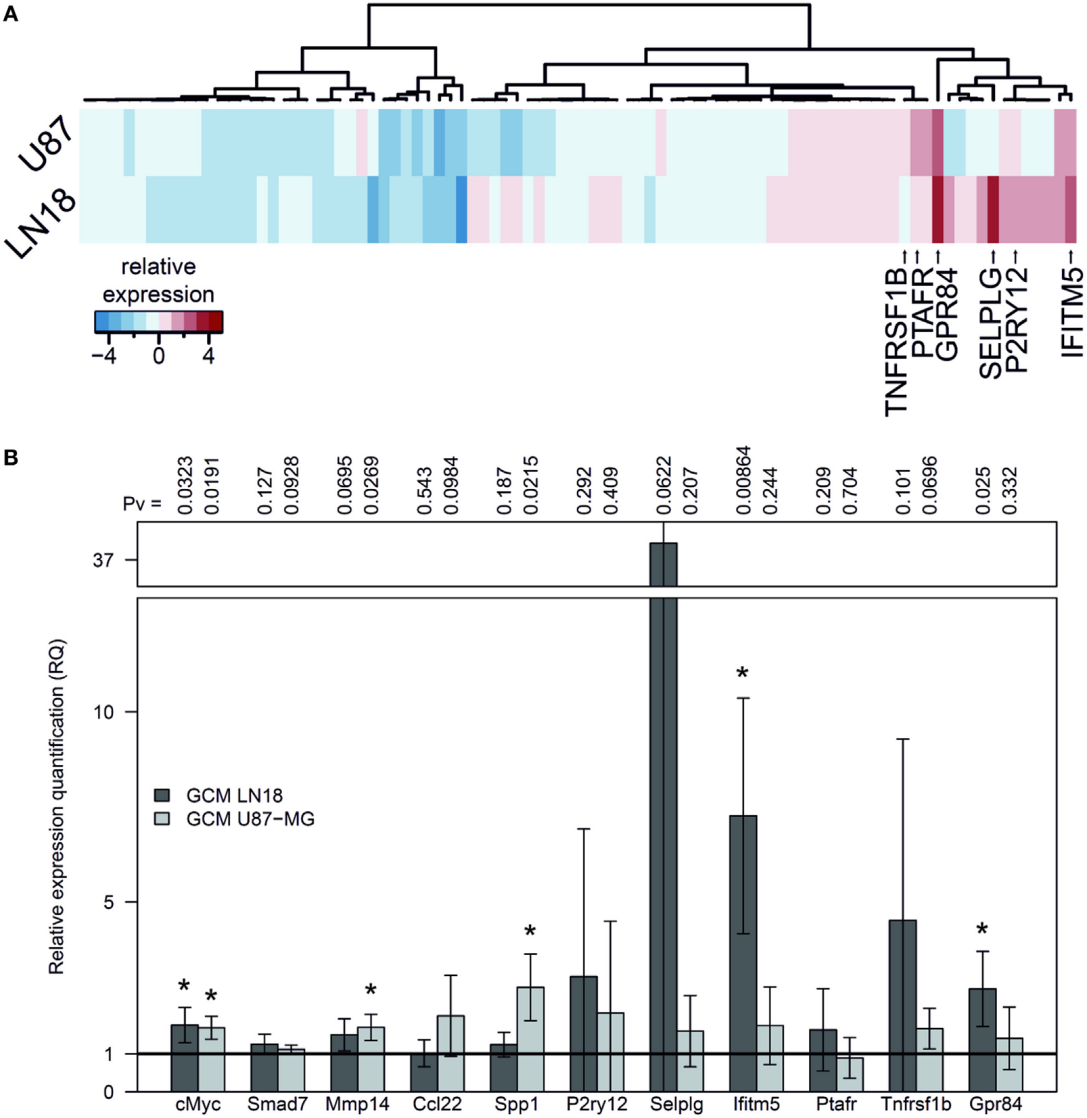
Gene expression in human SV40 microglia polarized by factors secreted by human glioma cells. **(A)** Human Microglial Sensome Gene expression profiling in human SV40 microglia treated by glioma-conditioned medium (GCM) from human LN18 and U87-MG glioma cells was determined with GeneQuery™ Human Microglial Sensome qPCR Array 6 h after GCM addition. The analysis was performed on assorted samples from three replicates for each group (untreated, stimulated with GCM U87-MG or LN18). Heatmap was generated to represent differentially expressed genes and samples. **(B)** The expression of selected genes (*cMYC, SMAD7, MMP14, CCL22*, and *SPP1*) was validated by qPCR in independent cultures of human SV40 microglia treated with GCM from U87-MG or LN18 cells for 6 h. The results are shown as relative quantification (RQ) of GCM stimulated samples compared with untreated controls. Assessment of statistical significance was performed using one-sample *t*-test. The results are calculated as means ± SD, *n* ≥ 3. Differences at *p* < 0.05 were considered as significant (***p < 0.001, **p < 0.01, and *p < 0.05).

### Global Gene Expression Analysis in GCM-Treated Mice Microglia

As the preselected gene approach did not appear useful in identification of genes modulated during polarization of microglia by human glioma cells, to identify differentially expressed genes, we performed gene expression using Affymetrix arrays. Microarray analysis was performed on murine microglial cells exposed to fresh GCM from LN18 and U87-MG for 6 h. 

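Murine microglia of 3 cortical cultures per group were left untreated or kept for 6 h in GCM, the medium collected from LN18 or U87-MG cells, which are established human glioblastoma lines. Their RNA was hybridized to 9 single-colour Affymetrix MG-430 PM strip arrays. Depth does not apply to arrays, and it is their number, 3 per group, that limits the precision. The authors' values are log2 signals of 45141 probe sets that run from 1.56 to 12.88, with array medians between 3.39 and 3.41, so they were normalized before deposit. How the background was corrected and the arrays were normalized is not stated directly for these arrays. The legend of Fig. 4 refers to the Methods, which name RMA in the section on comparing data sets. Whether that covers these arrays is not stated. Of the 45037 probe sets that are not controls, 28898 have 1 gene symbol in the platform's annotation, 551 have several and 15588 are unnamed here. The probe set with the highest mean stood for each gene, which gave 17097 genes with a median level of 4.34. All 9 arrays were fitted together in limma with 1 mean per group, each medium was compared with untreated microglia by the moderated test, and p-values were adjusted by the Benjamini-Hochberg method over all genes.

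The 3 arrays that carry the same replicate number have the same mean as those of the other numbers for 100% of the probe sets, within 1e-06, as values have after the mean of each replicate is subtracted. A fit of the groups alone counts 6 residual degrees of freedom in values that hold 4. The adjusted p with the replicate number as a block is therefore given beside the printed adjusted p of calls that it ends or makes. Genes listed by symbol alone, such as Cd28 and Tfec, carry no blocked value. In data simulated for GCM LN18 against control over 17097 genes, 28.7% of the calls were false in the fit of the groups alone and 6.13% with the block. Either fit recovered 99.8% of the genes changed 2-fold.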

Volcano plots represent differentially expressed genes relative to untreated microglia (Figure 4A). Following the analysis, 36 unique genes were found to be significantly differentially expressed, with 20 genes common in both groups. 

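Tgfbi, a secreted matrix protein induced by TGFβ, had the largest increase among the genes past the test in GCM LN18, with or without the replicate block. Its log2 signal (probe set 1448123_PM_s_at) was 8.03 ± 0.09 (SD, n = 3) in untreated microglia, 10.55 ± 0.55 (SD, n = 3) in GCM LN18 and 9.95 ± 0.56 (SD, n = 3) in GCM U87-MG. Olfml3, a secreted glycoprotein abundant in microglia, rose by 1.70 on the log2 scale (standard error 0.12, adjusted p = 2.91e-04 from limma) in GCM LN18 and by 1.48 (adjusted p = 0.00247 from limma) in GCM U87-MG. The chemokine gene Cxcl14 rose by 1.19 (adjusted p = 2.81e-04 from limma) and 1.03 (adjusted p = 8.95e-04 from limma). The largest decrease in GCM LN18 was that of Slc40a1, which encodes the iron exporter ferroportin: its log2 fold change was -2.05 (standard error 0.27, adjusted p = 0.00449 from limma) in GCM LN18 and -1.56 (adjusted p = 0.0323 from limma, 0.167 with the replicate block) in GCM U87-MG.

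In GCM LN18, 443 genes were higher and 451 lower than in untreated microglia at an adjusted p under 0.05 from limma, 20 and 8 of them at least 2-fold. In GCM U87-MG, 138 were higher and 121 lower, 11 and 3 of them at least 2-fold. At least 2-fold in both media were 13 genes, of which AI504432, AU020206, Carmil1, Ch25h, Ctla2a, Ctla2b, Cxcl14, Olfml3, Pald1, Slco2b1 and Tgfbi were higher and Slc40a1 and Insig1, a feedback regulator of cholesterol synthesis, were lower. Either medium gave 29 genes, 20 higher and 9 lower. With the replicate number as a block, 150 genes passed in GCM LN18 (17 at least 2-fold) and 8 in GCM U87-MG (4 at least 2-fold, AU020206, Ctla2a, Cxcl14 and Olfml3, which were also at least 2-fold in GCM LN18). Leaving out 1 array at a time gave between 337 genes (without GCM LN18 replicate 2) and 856 in GCM LN18, and between 32 (without GCM U87-MG replicate 1 or 3) and 229 in GCM U87-MG.

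**Figure D1:**
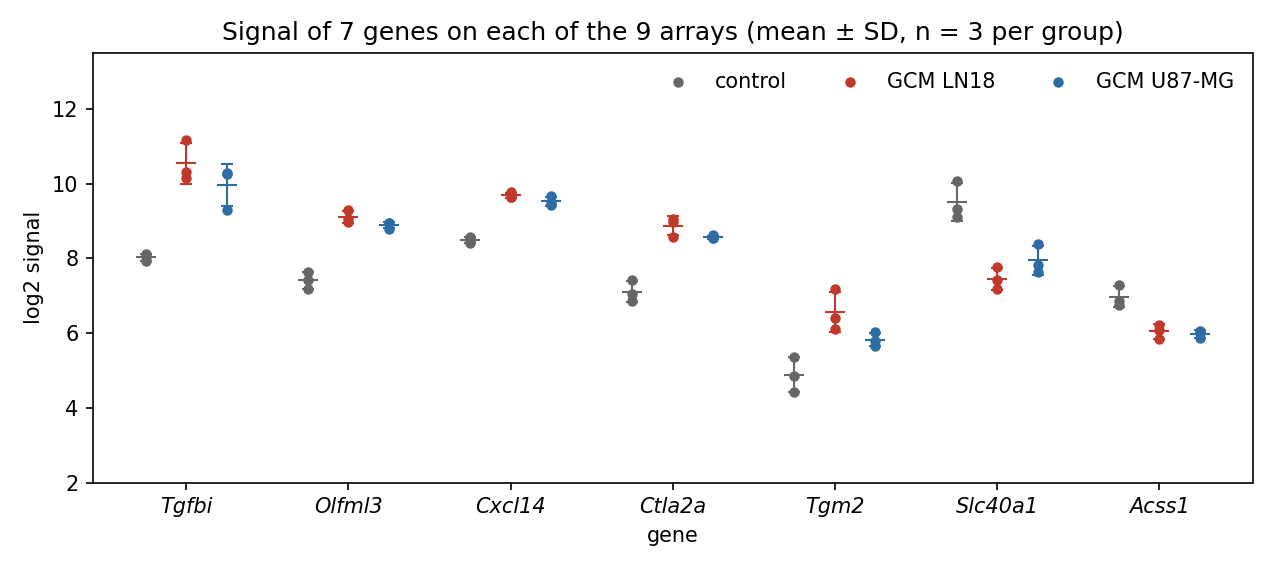
Log2 signal of 7 genes on each of the 9 arrays, grey for untreated microglia, red for GCM LN18 and blue for GCM U87-MG, with the mean ± SD (n = 3 per group). The arrays of both media lie above the untreated arrays for Tgfbi, Olfml3, Cxcl14, Ctla2a and Tgm2 and below them for Slc40a1 and Acss1.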

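Acss1, which encodes a mitochondrial acetyl-CoA synthetase, was lower in both media. Its log2 signal was 6.98 ± 0.28 (SD, n = 3) in untreated microglia, 6.05 ± 0.19 (SD, n = 3) in GCM LN18 and 5.98 ± 0.10 (SD, n = 3) in GCM U87-MG, and every treated array lay below every untreated array. The log2 fold change was -0.93 (adjusted p = 0.00736 from limma) in GCM LN18, short of 2-fold, and it was just past 2-fold lower (adjusted p = 0.0170 from limma, 0.0993 with the replicate block) in GCM U87-MG. The difference between the media was 0.07 (95% confidence interval -0.24 to 0.38, adjusted p = 0.868 from limma).

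The genes past both criteria in GCM LN18 and not in GCM U87-MG were 9 higher ones, among them Cav1, Ets1, Gpr84, Htr2b, Socs2, Tgm2, Tifab and Tmem37, and 6 lower ones, Cd28, Cxcl2, Dkk2, Tfec, Tmem158 and Tnfaip2. Ets1, a transcription factor, rose by 1.05 on the log2 scale (standard error 0.07, adjusted p = 2.81e-04 from limma) in GCM LN18 and by 0.63 (adjusted p = 0.00488 from limma, 0.0620 with the replicate block) in GCM U87-MG. Cav1, the scaffold protein of caveolae, rose by 1.36 (adjusted p = 0.00240 from limma) and 0.78 (adjusted p = 0.0449 from limma, 0.198 with the replicate block). Dkk2, a secreted Wnt modulator, fell by 1.39 on the log2 scale in GCM LN18 (adjusted p = 0.0359 from limma, 0.114 with the replicate block) and had a log2 fold change of -0.47 (adjusted p = 0.480) in GCM U87-MG. Of these 15 genes, 15 had the same direction in GCM U87-MG, where Cav1, Ets1, Htr2b, Tmem37 and Tmem158 also passed the test below 2-fold. Tested directly, 0 of the 15 differed between the media at an adjusted p under 0.05 from limma (9 at an unadjusted p under 0.05), the lowest adjusted p being 0.100 for Ets1.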

There were 15 uniquely expressed genes in GCM LN18 and only 1 in GCM U87-MG (*Acss1*) stimulated microglia. 

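Cx3cr1, the fractalkine receptor of microglia, rose by 0.97 on the log2 scale (standard error 0.07, adjusted p = 4.59e-04 from limma) in GCM LN18 and by 0.78 (adjusted p = 0.00410 from limma) in GCM U87-MG. Itgb5, an integrin subunit, rose by 0.79 (adjusted p = 0.00143 from limma) and 0.71 (adjusted p = 0.00450 from limma, 0.0603 with the replicate block). Tecpr1, a gene of autophagosome maturation, had log2 fold changes of -0.86 (adjusted p = 0.00298 from limma) and -0.72 (adjusted p = 0.0170 from limma, 0.105 with the replicate block). Of the 443 genes higher in GCM LN18, 114 were also higher in GCM U87-MG, and of the 451 lower ones 89 were also lower. With the replicate block, 8 genes were higher in both media.

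Across genes, the log2 fold changes in the 2 media had a Pearson correlation of 0.786 and a Spearman correlation of 0.643. Both comparisons use the same 3 untreated arrays, and unchanged groups simulated against them gave a Pearson correlation of 0.499. The covariance was 0.0164 against 0.00363 in the simulation, a difference of 0.0128. Genes are not independent replicates, and 3 untreated arrays are too few to be divided between the media, so part of the correlation may come from the shared arrays.

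**Figure D2:**
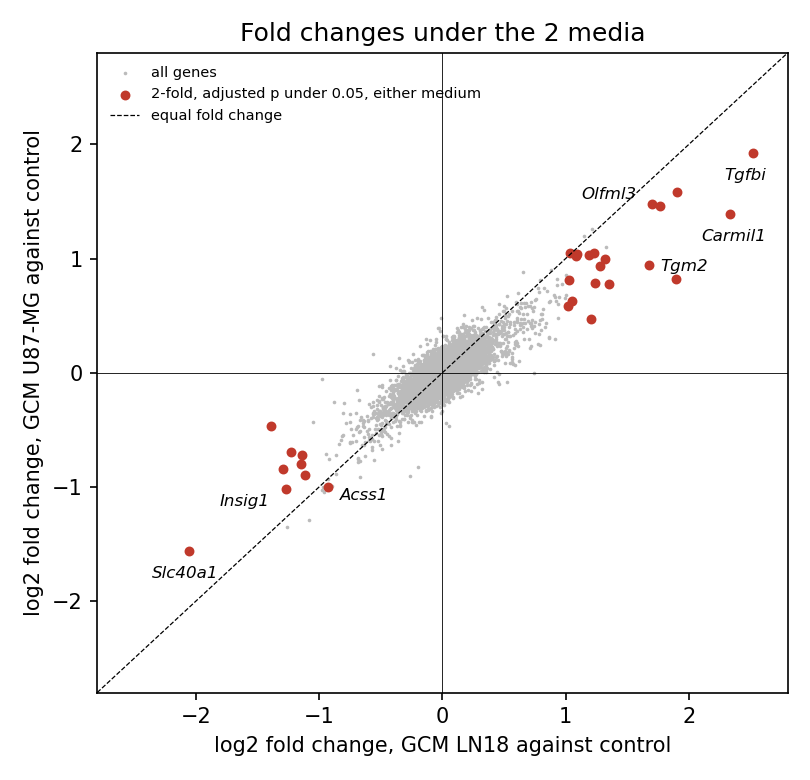
Log2 fold change of each gene against untreated microglia in GCM LN18 (horizontal axis) and in GCM U87-MG (vertical axis), with genes past the test and at least 2-fold in either medium in red and the dashed line at equal fold changes. The 29 red genes lie on the same side of 0 in both media, and Tgfbi and Slc40a1 lie at the ends.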

Overall, the expression of genes was similar in LN18 and U87 GCM-treated microglia (Figure 4B). We performed validation of selected genes by qPCR and found five of six upregulated by GCM from two cell lines (Figure S2 in Supplementary Material).

**Figure 4:**
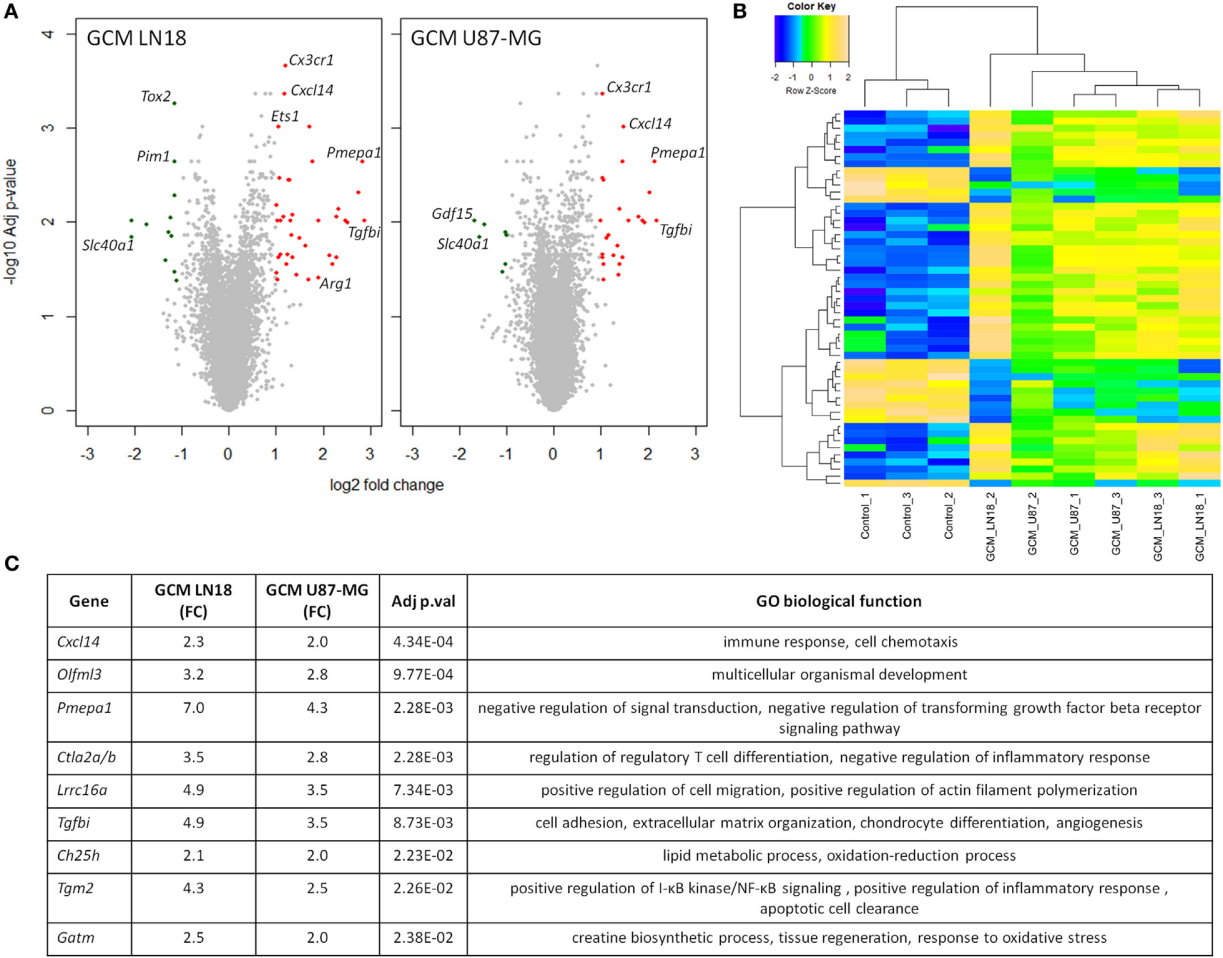
Global gene analysis in primary microglia cultures stimulated with glioma-conditioned medium (GCM) from human glioma cells. Primary microglia cultures were treated for 6 h with GCM. Total RNAs were isolated and subjected to Affymetrix microarray analysis. Data were pre-processed as described in Section “Materials and Methods” and significantly regulated genes are depicted. **(A)** Volcano plots represent log2 fold change versus −log10 adjusted *p*-value in microglia treated with GCM from LN18 and U87-MG glioma cells; upregulated genes are marked in red; downregulated genes in green. **(B)** Heatmap was generated to show significantly differentially expressed genes and sample clustering. **(C)** Selected top significantly upregulated genes in microglia treated with GCM LN18 or U87-MG were listed in a table with fold change expression (FC), adjusted *p*-value, and associated Gene Ontology (GO) biological functions. Significance was assigned to adj *p*-val < 0.05.

Genes upregulated in both groups are associated with immune response, chemotaxis, and signal transduction regulation as defined by Gene Ontology (GO) functions (Figure 4C). 

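Chemokine genes were among those past the test in microglia exposed to GCM. Of 39 measured genes of chemokines and their receptors, listed before the data were examined, 5 were higher and 3 lower in GCM LN18 at an adjusted p under 0.05 from limma (8 and 3 when adjusted over the list alone, 2 and 0 with the replicate block), and as a set they did not pass limma's camera test (adjusted p = 0.0527), while they were higher with the replicate block (adjusted p = 0.0348, and adjusted p = 0.395 with an estimated correlation and the block). Leaving out 1 array gave an adjusted p of 0.0182 without control replicate 1, 0.0317 without GCM LN18 replicate 1 and 0.0436 without GCM U87-MG replicate 1. In GCM U87-MG, 2 were higher and 1 lower (6 and 6 when adjusted over the list alone, 2 and 0 with the replicate block), with a set test at an adjusted p of 0.785, a median log2 fold change of -0.01 and a mean of 0.03. Besides Cxcl14 and Cx3cr1, the members named here are Cxcl2, a neutrophil attractant, and Ccl4, an attractant of monocytes and T cells. Cxcl2 had a log2 fold change of -1.30 (adjusted p = 0.0233 from limma, 0.0825 with the replicate block) and Ccl4 of -0.50 (adjusted p = 0.0233 from limma, 0.0926 with the replicate block) in GCM LN18.

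Of 28 inflammatory genes of the NF-κB response, 0 were higher and 5 lower in GCM LN18 (1 and 7 when adjusted over the list alone, 0 and 0 with the replicate block, 8 at an unadjusted p under 0.05 there from limma), and 0 and 1 in GCM U87-MG (0 and 2 when adjusted over the list alone, 0 and 0 with the replicate block, 6 at an unadjusted p under 0.05 there from limma). The set was lower by camera (adjusted p = 0.00364 and 0.0229), with an adjusted p = 0.521 and 0.594 with an estimated correlation. It did not pass without some arrays, with an adjusted p of 0.142 without control replicate 1 in GCM LN18 and of 0.435 without control replicate 1 and 0.102 without GCM U87-MG replicate 1 in GCM U87-MG. Ptgs2, the inducible cyclooxygenase, fell by 0.98 on the log2 scale in GCM LN18 (adjusted p = 0.0168 from limma, 0.0674 with the replicate block), and Tnfaip2 fell by 1.11 (adjusted p = 0.0160 from limma, 0.0650 with the replicate block). Of 31 phagocytosis genes, 5 were higher and 1 lower in GCM LN18 (6 and 2 when adjusted over the list alone, 2 and 1 with the replicate block, camera adjusted p = 0.0870, 0.0481 without control replicate 3) and 3 and 1 in GCM U87-MG (5 and 2 when adjusted over the list alone, 0 and 0 with the replicate block, 8 at an unadjusted p under 0.05 there from limma, camera adjusted p = 0.178). Gas6, a bridging ligand for apoptotic cells, was the lower one, at -0.36 (adjusted p = 0.00309 from limma) and -0.28 (adjusted p = 0.0225 from limma, 0.198 with the replicate block). Of 26 interferon response genes, 0 changed in either medium (0 and 1 at an unadjusted p under 0.05 from limma, 0 and 0 when adjusted over the list alone, camera adjusted p = 0.0870 and 0.353). The interferon set was higher in GCM LN18 with the replicate block (adjusted p = 0.0476, and adjusted p = 0.768 with an estimated correlation and the block). Its test turned on single arrays, with an adjusted p of 1.50e-08 without control replicate 1 and 8.49e-04 without GCM LN18 replicate 1 in GCM LN18, and of 9.28e-08 without control replicate 1 and 0.0263 without GCM U87-MG replicate 1 in GCM U87-MG, and with up to 0.833 and 0.923 without another. Of 20 genes of JAK-STAT signalling and its feedback, 1 was higher and 0 lower in GCM LN18 (1 and 0 when adjusted over the list alone, camera adjusted p = 0.160). It was Socs2, which limits cytokine receptor signalling (1.24 on the log2 scale, adjusted p = 0.00636 from limma). In GCM U87-MG, 0 of them passed limma's test (4 at an unadjusted p under 0.05, 1 and 0 when adjusted over the list alone), with a median of -0.01, a mean of 0.07 and a camera adjusted p of 0.405. From Gene Ontology terms of the genes in Fig. 4C, the paper assigns the genes higher in both media to immunity, chemotaxis and the regulation of signal transduction, and from the heatmap in Fig. 4B it states that expression was similar in both.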

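Smad7 and Skil, which TGFβ induces and which in turn limit its signalling, were higher in microglia exposed to GCM LN18. Smad7 rose by 0.73 on the log2 scale (standard error 0.11, adjusted p = 0.00736 from limma) in GCM LN18 and by 0.57 (adjusted p = 0.0442 from limma, 0.200 with the replicate block) in GCM U87-MG. Skil rose by 0.93 (adjusted p = 0.0232 from limma, 0.0837 with the replicate block) in GCM LN18 and had a log2 fold change of 0.77 (adjusted p = 0.0832) in GCM U87-MG. Smad2, which transmits the signal, fell by 0.33 (adjusted p = 0.00362 from limma, 0.0505 with the replicate block), and Cdkn2b, a cell cycle inhibitor that TGFβ induces in many cells, fell by 0.68 (adjusted p = 0.0252 from limma, 0.0911 with the replicate block) in GCM LN18.

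Of 30 measured genes of TGFβ signalling and its targets, Tgfbi included, 5 were higher and 2 lower in GCM LN18 at an adjusted p under 0.05 from limma (7 and 5 when adjusted over the list alone), and 3 and 0 in GCM U87-MG (5 and 2 when adjusted over the list alone). As a set they did not pass camera in GCM LN18 (adjusted p = 0.111) and were higher in GCM U87-MG (adjusted p = 0.0260, and adjusted p = 0.451 with an estimated correlation). Leaving out 1 array gave an adjusted p of 0.0303 without control replicate 1 in GCM LN18, and of 0.0868 without control replicate 2, 0.0593 without GCM U87-MG replicate 2 and 0.0632 without control replicate 3 in GCM U87-MG. With the replicate block, 3 members were higher and 0 lower in GCM LN18, and 0 changed in GCM U87-MG (8 at an unadjusted p under 0.05). Pmepa1 is not analysed here.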

Interestingly, we found two upregulated genes that were related to transforming growth factor beta (TGFβ) signaling. Western blot analysis for a phosphorylated Smad2, an active component of TGFβ signaling pathway, was performed on total extracts from microglia polarized with GCM from glioma cells. We found the increased levels of active, phosphorylated Smad2 proteins accumulating at 6 h after GCM treatment (Figure S3 in Supplementary Material).

### *Tgm2* and *Gpnmb* Are Universal Markers of GAMs

Our results show surprisingly low commonality in transcriptomic responses in different models of glioma-microglia interactions. Therefore, we performed reassessment of publicly available datasets for genome-wide analysis of gene expression in GAMs isolated from mouse (5) and rat gliomas (6), and compared the results to human GAMs data sets (2, 3).

Although we found hundreds of upregulated genes in either mouse or rat GAMs (Figure 5), the correlation analysis computed using expression changes of orthologs in GAMs versus control microglia did not point to any model which more closely mimics gene expression levels in human GAMs (Figure S4 in Supplementary Material). Nevertheless, we observed that expression changes are more prominent in a mouse model (Figures 5A,B). We identified 890 genes with higher expression in mouse GAMs, when compared with control microglia samples, and 621 of such genes in rat GAMs; 277 of the identified genes were common for both models (Figure 5C). GO analysis revealed that out four of five top enriched GO terms are common for mouse and rat models (Figures 5D,E). Interestingly, GO terms identified only for mouse model were connected mostly with cellular responses, while GO terms identified in a rat model were mainly connected with chromatin and cell cycle. In summary, these results show that despite some similarities, the mouse and rat models represent different pathways of GAM activation.

**Figure 5:**
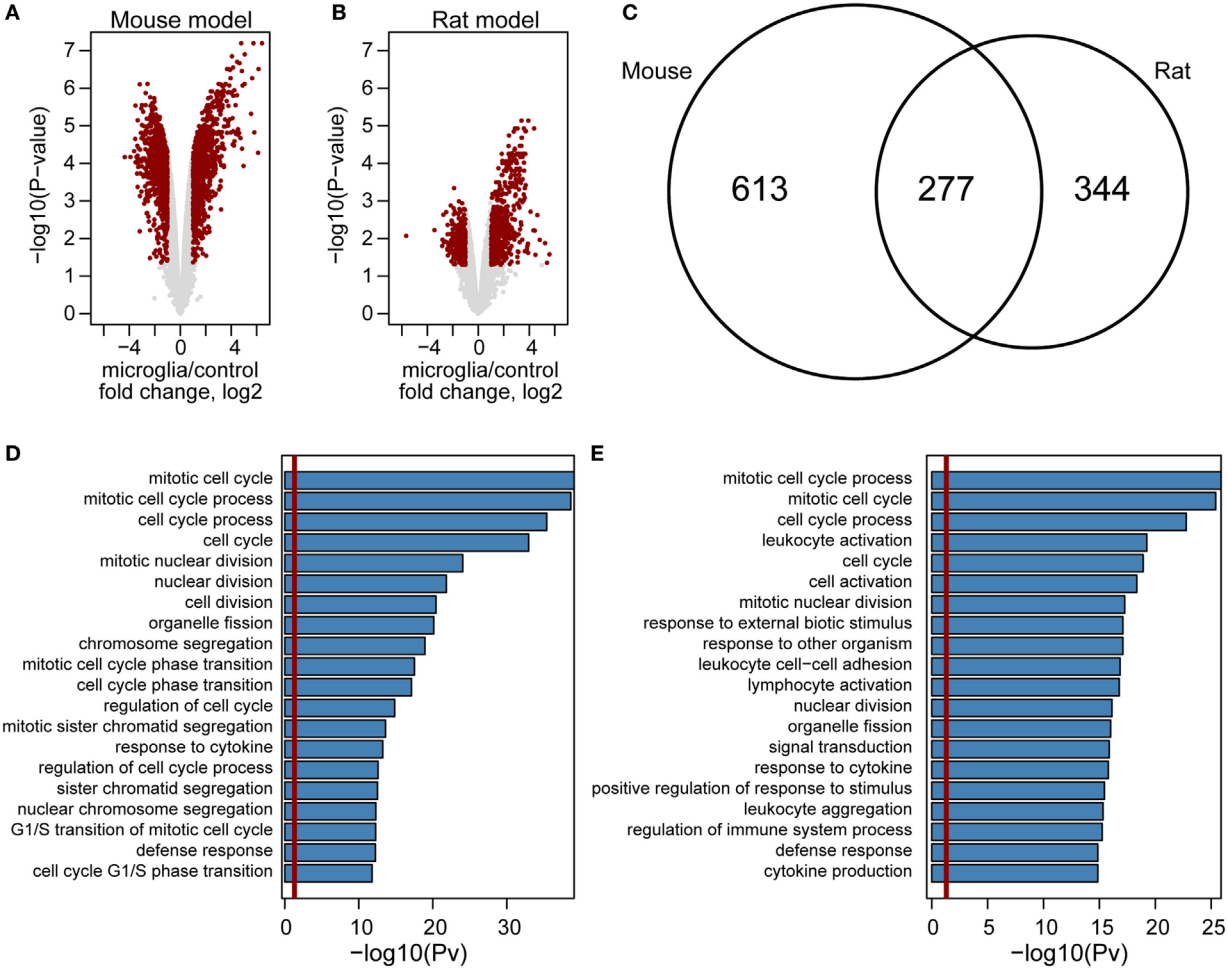
Genome-wide comparison of gene expression in microglia in mouse and rat glioma models. Volcano plot of gene expression changes in glioma-associated microglia/macrophages from mouse **(A)** and rat **(B)** models. The data for all genes are plotted as log2 fold change between microglia and control samples versus the −log10 of the corresponding adjusted *p*-values. Genes selected as significantly different are highlighted as red dots. Venn diagram for overlap of genes upregulated in mouse (left) and rat (right) model **(C)**. Enrichment analysis of Gene Ontology terms within mouse **(D)** and rat **(E)** upregulated genes. Bar plots represent the statistical significance of the enrichment [−log10 (*p*-val)] **(D,E)**.

To determine whether any universal GAM marker might be identified, we set up a comparative analysis of four publically available data sets: (a) MACS sorted CD14^+^ from human GBM versus postmortem tissue and low grade gliomas profiled with microarrays (2); (b) MACS sorted CD11b^+^ from human GBM versus postmortem and epilepsy tissue analyzed by RNA-seq (3); (c) MACS sorted CD11b^+^ from murine GL261 GBM profiled with microarrays (5); (d) FACS sorted CD11b^+^/CD45^low^ from rat C6 gliomas profiled with microarrays (6). Those data were compared with the *in vitro* model presented here—primary murine microglia cultures stimulated with LN18 or U87-MG GCM and profiled with microarrays.

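Of the 7 genes that the paper's Table S2 lists for microglia exposed to GCM, 6 were measured under their own symbol, and all 6 were at least 2-fold higher in GCM LN18: AI504432, Ch25h, Ctla2a, Socs2, Tgfbi and Tgm2. AI504432, Ch25h, Ctla2a and Tgfbi were at least 2-fold higher in GCM U87-MG too. The paper chose these genes on the same arrays, so this count is not independent evidence. Ch25h, which makes 25-hydroxycholesterol, rose by 1.09 on the log2 scale (standard error 0.17, adjusted p = 0.00934 from limma) in GCM LN18 and by 1.04 (adjusted p = 0.0286 from limma, 0.161 with the replicate block) in GCM U87-MG. AI504432 rose by 1.03 (adjusted p = 0.0221 from limma, 0.0825 with the replicate block) and 1.05 (adjusted p = 0.0459 from limma, 0.198 with the replicate block). Other genes at least 2-fold higher were Pald1 (1.32 in GCM LN18, adjusted p = 0.00309 from limma), the transporter gene Slco2b1 (1.23, adjusted p = 0.0102 from limma, 0.0502 with the replicate block) and Gpr84, a receptor for medium-chain fatty acids (1.28, adjusted p = 0.0306 from limma, 0.100 with the replicate block).

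Table S2 lists genes of glioma-associated cells that several data sets share, not all genes of a data set. Of the 7, AI504432, Ch25h, Ctla2a, Gatm and Socs2 stand in 1 public column each, so they are shared only through these arrays. Tgfbi stands in 0 and is listed without being shared with a public data set. The lists were tested by limma without the 7. Tgm2 stands in 2 public columns, so leaving it out takes away a member that was higher here. Of 84 measured genes from human CD11b+ cells, 1 was higher and 3 lower in GCM LN18 (3 and 4 when adjusted over the list alone, 1 and 0 with the replicate block). The higher one was Arrdc4, an arrestin-domain gene (0.74, adjusted p = 0.00180 from limma). Of 49 from murine CD11b+ cells, 1 was higher and 6 lower (1 and 8 when adjusted over the list alone, 1 and 1 with the replicate block). Of 78 from rat CD11b+CD45low cells, 0 were higher and 3 lower (0 and 2 when adjusted over the list alone, 0 and 0 with the replicate block, 8 at an unadjusted p under 0.05 there from limma). With Tgm2 put back, a choice made after the values were seen, 2 were higher and 3 lower among 85 human genes and 2 and 6 among 50 murine ones. None of these 3 sets passed limma's camera test in GCM LN18 (adjusted p = 0.0870, 0.117 and 0.0565; 0.0624 and 0.196 for the first 2 with Tgm2). The block made the rat set higher there (adjusted p = 0.0348, and adjusted p = 0.560 with an estimated correlation and the block), and so did leaving out some arrays (0.0436 without GCM U87-MG replicate 1, 0.00185 without control replicate 3 and 0.0107 without GCM LN18 replicate 3), as for the human set (0.00357 without control replicate 3 and 0.0124 without GCM LN18 replicate 3). In GCM U87-MG the human and murine sets did not pass (adjusted p = 0.0652 and 0.298, 0.0508 and 0.405 with Tgm2). The human set was higher there with the block (adjusted p = 0.0352, and adjusted p = 0.581 with an estimated correlation and the block). It was also higher without control replicate 3 (adjusted p = 0.00223). The rat set was higher there by camera (adjusted p = 0.0260, and adjusted p = 0.594 with an estimated correlation). It did not pass without control replicate 1 (adjusted p = 0.273) or without GCM U87-MG replicate 1 (adjusted p = 0.0872). Of its members, 0 passed limma's test in GCM U87-MG. At an unadjusted p under 0.05 there were 15, of which 8 were higher and 7 lower. All measured members of the cell cycle list except Kif4 are also in the rat and human sets. The cell cycle list was itself higher by camera in GCM LN18 and GCM U87-MG (adjusted p = 9.34e-04 and 0.00111). The rat and human sets are therefore not separate evidence from it.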

We have found that across all data sets, 129 genes are significantly upregulated (inclusion criteria *p* < 0.05, FC > 2) in at least 2 models, whereas only 4 genes were found to be upregulated in 3 models, and none appeared in 4 or more data sets (Table 1). 

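The genes of cholesterol synthesis, of the amino acid stress response and of iron and redox metabolism that passed the test in either medium were lower than in untreated microglia. Of 18 measured genes of cholesterol synthesis, 0 were higher and 5 lower in GCM LN18 at an adjusted p under 0.05 from limma (0 and 12 when adjusted over the list alone), and 0 and 3 in GCM U87-MG (0 and 15 when adjusted over the list alone). Their median log2 fold change was -0.44 and -0.48, and camera gave an adjusted p of 1.51e-07 and 4.87e-11, against an adjusted p = 0.373 and 0.389 with an estimated correlation. Insig1 fell by 1.27 on the log2 scale (standard error 0.16, adjusted p = 0.00420 from limma) in GCM LN18 and by 1.02 (adjusted p = 0.0270 from limma, 0.145 with the replicate block) in GCM U87-MG. Lss, which encodes lanosterol synthase, fell by 0.87 (adjusted p = 0.0162 from limma, 0.0673 with the replicate block) and 0.89 (adjusted p = 0.0358 from limma, 0.174 with the replicate block).

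Of 28 genes of amino acid and endoplasmic reticulum stress, 0 were higher and 5 lower in GCM LN18 (0 and 14 when adjusted over the list alone), and 0 and 3 in GCM U87-MG (1 and 13 when adjusted over the list alone). Camera gave an adjusted p of 1.54e-04 and 2.76e-05, against an adjusted p = 0.373 and 0.451 with an estimated correlation. Chac1, which degrades glutathione, fell by 0.94 in GCM LN18 (adjusted p = 0.0378 from limma, 0.120 with the replicate block), and the amino acid transporter gene Slc7a5 fell by 0.92 (adjusted p = 0.0458 from limma, 0.142 with the replicate block). Of 23 genes of iron and Nrf2-dependent redox metabolism, 0 were higher and 5 lower in GCM LN18 (0 and 9 when adjusted over the list alone), and 0 and 2 in GCM U87-MG (0 and 5 when adjusted over the list alone). Camera gave an adjusted p of 1.33e-05 and 4.32e-04, against an adjusted p = 0.373 and 0.562 with an estimated correlation. Besides Slc40a1, Gsr, which encodes glutathione reductase, fell by 0.70 (adjusted p = 0.00844 from limma) and 0.60 (adjusted p = 0.0386 from limma, 0.190 with the replicate block). In the fit with the block, 1, 3 and 2 members of these 3 lists were lower in GCM LN18 and 0 of each passed in GCM U87-MG by limma (14, 14 and 8 at an unadjusted p under 0.05). Over all genes, 3 were at least 2-fold lower with the block in GCM LN18, Insig1, Slc40a1 and Tmem158 (-1.23), and 0 in GCM U87-MG.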

Downregulated genes (inclusion criteria *p* < 0.05, FC < −2) showed nearly no overlap—only one gene was shared between two data sets. The lack of commonly downregulated genes could be caused by very low number of downregulated genes compared with upregulated across investigated data sets (27 down and 17 up in human CD14^+^; 43 down and 292 up in human CD11b^+^, 78 down and 539 up in murine CD11b^+^; 36 down and 287 up in rat CD11b^+^CD45^low^). Therefore, in further analysis, we focused on the upregulated genes.

**Table 1:** Top markers of glioma infiltrating microglia/macrophages.

	Human CD14^+^		Human CD11b^+^		Murine CD11b^+^		Rat CD11b^+^CD45^low^		Primary murine microglia stimulated with			
									LN18 glioma-conditioned medium (GCM)		U87 GCM	
Gene ID	Gabrusiewicz et al. (2)		Szulzewsky et al. (3)		Szulzewsky et al. (5)		Gieryng et al. (6)		Walentynowicz et al.			
				
	FC	adj. *p*-value	FC	adj. *p*-value	FC	adj. *p*-value	FC	adj. *p*-value	FC	adj. *p*-value	FC	adj. *p*-value

*Tgm2*	–	–	**6.50**	4.60E−02	**6.94**	8.33E−04	**8.12**	9.80E−02*	**4.29**	2.60E−02	**2.46**	2.60E−02
*Gpnmb*	–	–	**8.71**	1.22E−06	**36.02**	2.61E−05	**11.54**	4.16E−02	–	–	**–**	–
*Il2ra/rn*	Upregulated		Upregulated		**4.44**	1.79E−07	**5.24**	2.77E−05						
*Ccr7*	**2.83**	3.05E−02	**3.75**	2.29E−03	–	–	–	–	–	–

*Only genes that were upregulated in the minimum of three models were included*.

*Raw data for Gabrusiewicz et al. (2) were not available, thus the gene expression is indicated based on a heatmap from Figure 6 (2).

Interestingly, all of the four genes overexpressed in three data sets—*Tgm2, Gpnmb, Il2ra*, and *Ccr7* (Table 1), encode proteins that are expressed at the plasma membrane, which makes them good marker candidates. 

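Tgm2 encodes transglutaminase 2, an enzyme that cross-links proteins. Its log2 signal (probe set 1417500_PM_a_at) was 4.89 ± 0.47 (SD, n = 3) in untreated microglia, 6.57 ± 0.55 (SD, n = 3) in GCM LN18 and 5.83 ± 0.18 (SD, n = 3) in GCM U87-MG, with each treated array above each untreated array. The increase was 3.21-fold in GCM LN18, a log2 fold change of 1.68 (standard error 0.28, adjusted p = 0.0116 from limma, 0.0533 with the replicate block and 0.00873 to 0.140 over all settings tried). In GCM U87-MG the log2 fold change was 0.94 (adjusted p = 0.143 from limma, 0.0314 to 0.416 over all settings tried), which did not pass the test. The media differed by 0.74 (95% confidence interval 0.10 to 1.38), with an adjusted p of 0.361 from limma. A dimmer probe set of Tgm2 showed a 1.13-fold change in GCM LN18 and a 1.05-fold change in GCM U87-MG, neither past the test (adjusted p = 0.368 and 0.749 from limma over all named probe sets).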

Transglutaminase 2 (Tgm2) was upregulated in human CD11b^+^, murine CD11b^+^, and murine microglia stimulated with LN18 GCM. Rat microglia (CD11b^+^CD45^low^) also expressed *Tgm2* at high level (FC = 8.12), although the upregulation was not significant (*p* = 0.098). Tgm2 is a cross-linking enzyme involved in matrix stabilization, which is necessary for effective phagocytosis of apoptotic cells by macrophages (20). The role of Tgm2 was also shown in tumorigenesis, as it is highly expressed by CD44^high^ (stem cells marker) glioma tissue and Tgm2 inhibition lead to decrease of CD44^high^ cells (21). In turn, upregulation of *Gpnmb* was found for all three investigated species (murine and human CD11b^+^, and rat CD11b^+^CD45^low^). The importance of transmembrane glycoprotein NMB (Gpnmb) was already implied by Szulzewsky et al. (5), who showed its overexpression in mouse and human CD11b^+^ GAMs, and demonstrated an association between increased *Gpnmb* expression and poor patient prognosis.

Interleukins and chemokines are cytokine families frequently overexpressed by GAMs in various glioma models. Nevertheless, we have found that only one member of each family—interleukin 2 receptor alpha (Il2ra) and C-C chemokine receptor type 7 (Ccr7) is overexpressed in three of five analyzed models. Importantly, in contrast to *Tgm2* and *Gpnmb*, overexpression of *Il2ra* and *Ccr7* was found only in human and murine GAMs and did not occur in either a rat experimental model or an *in vitro* model.

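Il2ra, the α chain of the interleukin 2 receptor, was close to the lower end of the signal in the cultured microglia. Its log2 signal was 2.81 ± 0.03 (SD, n = 3) in untreated microglia, 2.90 ± 0.02 (SD, n = 3) in GCM LN18 and 2.85 ± 0.05 (SD, n = 3) in GCM U87-MG, below the level of the median gene. The log2 fold change was 0.08 (standard error 0.04, adjusted p = 0.270 from limma) in GCM LN18 and 0.03 (adjusted p = 0.720 from limma) in GCM U87-MG, so no difference was detectable with 3 arrays per group. At such a signal, background can hide a change. Ccr7 is not analysed here.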

### Enriched Functional Groups in GAMs

In addition to screening for a specific GAM marker, we performed a search for enriched GO biological processes. Enriched GO terms that contained genes represented in all data sets are presented in Table 2 (for complete functional analysis results see Table S2 in Supplementary Material). Notably, out of 129 genes upregulated in at least 2 data sets, 68 genes were shared between human CD11b^+^ and rat CD11b^+^CD45^low^ data sets, and only 27 and 22 genes between human CD11b^+^ and murine CD11b^+^, and rat CD11b^+^CD45^low^ and murine CD11b^+^ data sets, respectively. In addition, the most enriched GO term—mitotic cell cycle—contains mainly genes from the human CD11b^+^ and rat CD11b^+^CD45^low^ data sets.

**Table 2:** Co-occurrence of genes from the same functional groups across all data sets.

Data set		Human CD14^+^	Human CD11b^+^	Murine CD11b^+^	Rat CD11b^+^CD45^low^
Genes upregulated in minimum 2 sets/total number of upregulated genes in the set		11/17	96/292	60/539	88/287

Enriched Gene Ontology (GO) biological process	All	Gabrusiewicz et al. (2)	Szulzewsky et al. (3)	Szulzewsky et al. (5)	Gieryng et al. (6)

**Mitotic cell cycle** GO:0000278 adj. *p*-value 9.88 × 10^−9^	*Bub1 Aurkb Bub1 Bub1b Ccnb1 Cdc45 Cdc6 Cdca8 Cdk1 Cdkn3 Cdt1 Cenpf Cep55 Chek1 Cit Clspn Dtl E2f7 E2f8 Espl1 Fanci Foxm1 Gpnmb Gpr132 Kif11 Kif18b Kif23 Kif4 Mad2l1 Mki67 Mybl2 Ncapg Ndc80 Nek2 Nuf2 Nusap1 Pim1 Rad51 Ska1 Ska3 Top2a Tpx2 Ube2c*		*Aurkb Bub1 Bub1b Ccnb1 Cdc45 Cdc6 Cdca8 Cdk1 Cdkn3 Cdt1 Cenpf Cep55 Chek1 Cit Clspn Dtl E2f7 E2f8 Espl1 Fanci Foxm1 Gpnmb Kif11 Kif18b Kif23 Mad2l1 Mki67 Mybl2 Ncapg Ndc80 Nek2 Nuf2 Nusap1 Rad51 Ska1 Ska3 Top2a Tpx2 Ube2c*	*Gpnmb Gpr132 Pim1*	*Aurkb Bub1 Bub1b Ccnb1 Cdc45 Cdc6 Cdca8 Cdk1 Cdkn3 Cdt1 Cenpf Cep55 Chek1 Cit Clspn Dtl E2f7 E2f8 Espl1 Fanci Foxm1 Gpnmb Gpr132 Kif11 Kif18b Kif23 Mad2l1 Mki67 Mybl2 Ncapg Ndc80 Nek2 Nuf2 Nusap1 Pim1 Rad51 Ska1 Ska3 Top2a Tpx2 Ube2c*

**Regulation of cell adhesion**GO:0030155 adj. *p*-value 2.25 × 10^−2^	*Prdm1 Ccr7 Ctla2a Has2 Il10 Il1rn Il2ra Lgals1 Lgals3 Mmp14 Nrp1 Plau Ccl5 Spp1 Tgm2 Tnc Vcam1 Gpnmb*	*Ccl5 Ccr7 Il10 Il1rn Il2ra Spp1*	*Ccr7 Gpnmb Has2 Il2ra Lgals1 Lgals3 Mmp14 Nrp1 Plau Tgm2 Tnc*	*Ccl5 Ccr7 Ctla2a Gpnmb Has2 Il10 Il1rn Il2ra Lgals1 Mmp14 Prdm1 Spp1 Tgm2 Tnc Vcam1*	*Gpnmb Lgals3 Nrp1 Plau Prdm1 Vcam1*

**Cell chemotaxis** GO:0060326 adj. *p*-value 2.50 × 10^−2^	*Ccl5 Ccl18 Ccr7 Cxcl10 Cxcl2 Cxcl9 Jaml Lgals3 Nrp1 Pde4b Spp1 Vcam1*	*Ccl5 Ccl18 Ccr7 Cxcl9 Spp1*	*Ccl18 Ccr7 Cxcl2 Lgals3 Nrp1*	*Ccl5 Ccr7 Cxcl10 Cxcl2 Cxcl9 Pde4b Spp1 Vcam1*	*Cxcl10 Lgals3 Nrp1 Pde4b Vcam1*

**Regulation of response to external stimulus** GO:0032101 adj. *p*-value 2.63 × 10^−2^	*Acp5 Aoah Ccl5 Ccr7 Cd109 Ctla2a Cxcl10 Cxcl2 Cxcl9 Gbp4 Il10 Il2ra Nrp1 Plau Prdm1 Ptgs2 Tgm2 Usp18*	*Ccl5 Ccr7 Cxcl9 Il10 Il2ra Ptgs2*	*Acp5 Ccr7 Cd109 Cxcl2 Il2ra Nrp1 Plau Tgm2*	*Acp5 Ccl5 Ccr7 Cd109 Ctla2a Cxcl10 Cxcl2 Cxcl9 Gbp4 Il10 Il2ra Prdm1 Ptgs2 Tgm2 Usp18*	*Aoah Cxcl10 Gbp4 Nrp1 Plau Prdm1 Usp18*

**Blood vessel morphogenesis** GO:0048514 adj. *p*-value 5.44 × 10^−2^	*Ahr Ccl5 Clic4 Cxcl10 E2f7 E2f8 Foxm1 Has2 Hif1a Lgals3 Nrp1 Plau Prdm1 Prrx1 Ptgs*	*Ccl5 Hif1a Ptgs2*	*Ahr E2f7 E2f8 Foxm1 Has2 Lgals3 Nrp1 Plau Prrx1*	*Ahr Ccl5 Clic4 Cxcl10 Has2 Hif1a Prdm1 Prrx1 Ptgs2*	*Clic4 Cxcl10 E2f7 E2f8 Foxm1 Lgals3 Nrp1 Plau Prdm1*

*Only genes that were upregulated in at least two data sets are included*.

This result is not biased by the size of data sets, since comparable numbers of genes were included for the analysis of human CD11b^+^ and rat CD11b^+^CD45^low^, whereas the murine CD11b^+^ data set was even bigger (Table 2). Therefore, we provide further evidence that the immune infiltrates of human GBMs share more similarities with rat C6 gliomas than with murine GL261 gliomas (6).

Gene Ontology term “Regulation of cell adhesion” consisted of genes which roles in the glioma progression were widely studied: *Il10, Mmp14*, and *Spp1*. Interestingly, upregulation of all of the three genes was found only for the murine CD11b^+^ GAMs, *IL10* and *SPP1* were also found in CD14^+^ human GAMs and *MMP14* in CD11b^+^ human GAMs. In rat, CD11b^+^CD45^low^ *Spp1* was also upregulated; however, the increase did not cross the significance threshold (logFC = 5.39, *p*-adj = 0.074), *Il10* and *Mmp14* were also represented in the rat data set, but no change was noted for those genes (Il10 logFC = 0.98, *p*-adj = 0.536; Mmp14 logFC = 1.27, *p*-adj = 0.03).

Other less known genes (*Lgals1/3, Ctla2a, Il2rn, Il1ra*, and *Prdm1*) play a role in T-cell activity and immune response regulation. Cytotoxic T-lymphocyte-associated protein 2 alpha (Ctl2a) is expressed by activated T-cells; however, its function has not been widely studied (22). Galectins are family of proteins regulating T-cell death, where Galectin 1 (Lgals1) is a strong inducer of T-cell apoptosis, and Galectin 3 (Lgals3) either blocks or induces T-cell death depending whether it occurs intra- or extracellularly (23). *Il1rn* is a gene encoding interleukin 1 receptor antagonist, which functions as an inhibitor of the inflammatory response mediators IL1α and IL1β, whereas *Il2ra* encodes an alpha chain of IL2 receptor and its homodimer form a low-affinity receptor. Positive regulatory domain I-binding factor 1 (Prdm1) in turn, is a transcription factor critical for production of IL-10 cytokine, which expression is restricted to antigen-exposed CD4^+^ and CD8^+^ T-cells (24, 25).

Six genes of chemokine family were found in “Cell chemotaxis” GO category; however, this group appeared to be relatively model specific. Human and murine GAMs (CD11b^+^) shared upregulation of *Ccr7* and *Cxcl2*, murine and rat GAMs shared only *Cxcl10* overexpression. Chemokines unique for each model were human CD14b^+^—*CCL13*; human CD11b^+^—*CCL20*; murine CD11b^+^—*Ccl8, Ccl11, Ccl17, Cxcl16, Cxcl4*; rat CD11b^+^CD45^low^—*Cxcl13*. Among genes of GO terms “Regulation of response to external stimulus” and “Blood vessel morphogenesis,” we found *Ptgs2* encoding prostaglandin endoperoxide synthase 2 (COX-2), an enzyme producing inflammatory prostaglandins. *PTGS2* is overexpressed in many cancers and was shown to play role in enhancing tumor progression and angiogenesis [reviewed in Ref. (34)].

## Discussion

The concept of GAMs playing a key role in GBM pathobiology has been verified in recent studies that demonstrated reduction of glioma growth after microglia ablation or pharmacological inhibition (10, 12, 13). We could use this knowledge to steer GAMs from a tumor supportive and anti-inflammatory phenotype toward an antitumor phenotype. However, translation of such results to a clinic has been found difficult as clinical trials with molecules validated in murine models failed to be successful (26). We still need to separate roles of microglia and macrophages and identify signaling pathways underlying their polarization. Use of CD11bCD45 allows for separation of microglia and bone marrow-derived macrophages that infiltrate the tumor mass in rodent models but this cannot be achieved in human glioma samples, as CD11bCD45 discrimination is challenging in flow cytometry analysis.

We intended to understand mechanisms underlying polarization of microglia driven by factors secreted by human glioma cells in a controlled system. Murine microglia exposed to human glioma undergo morphological alterations, increased phagocytosis, and supported glioma invasion (Figures 1A–H). Several of those responses were mimicked by immortalized BV2 and human SV40 microglial cells. 

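The genes of homeostatic microglia that passed the test in either medium were higher than in untreated microglia. Of 32 measured genes of homeostatic microglia, 13 were higher and 0 lower in GCM LN18 at an adjusted p under 0.05 from limma (17 and 1 when adjusted over the list alone, 6 and 0 with the replicate block), and 6 and 0 in GCM U87-MG (10 and 3 when adjusted over the list alone, 2 and 0 with the replicate block). Camera gave an adjusted p of 1.51e-07 and 1.35e-06, and of 0.0164 and 0.0238 with an estimated correlation, the only 1 of the 26 lists to pass in this way in either medium. Adding the replicate block to the estimated correlation gave an adjusted p of 0.0594 and 0.0801, so the set no longer passed camera. By limma's fry, another test of sets, it passed with the block (adjusted p = 0.0047 and 0.0139). No other list passed fry with the block in either medium. Whether the homeostatic set passes with the block thus depends on the test. Besides Olfml3 and Cx3cr1, Tmem37, a membrane protein gene of microglia, rose by 1.02 on the log2 scale (adjusted p = 0.00178 from limma) and 0.59 (adjusted p = 0.0377 from limma, 0.190 with the replicate block).

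Between the 2 media, 1 of the 17097 genes differed at an adjusted p under 0.05 from limma. It was H2-DMb2, a chaperone subunit for loading MHC class II, at 6.44 ± 0.01 (SD, n = 3) in GCM LN18, 6.10 ± 0.02 (SD, n = 3) in GCM U87-MG and 5.95 ± 0.02 (SD, n = 3) in untreated microglia. The difference was 0.34 (95% confidence interval 0.26 to 0.41, adjusted p = 0.0431 from limma, 0.0274 to 0.917 over all settings tried), and it passed in none of the fits that left out 1 array. H2-DMa, the chain it pairs with, and its paralog H2-DMb1, whose transcript its probe set may also bind, rose by 0.57 (adjusted p = 0.00309 from limma) and 0.51 (adjusted p = 0.00178 from limma) in GCM LN18, and had log2 fold changes of 0.12 and 0.19 in GCM U87-MG. With the replicate block, 0 genes differed between the media by limma (865 genes, 5.06%, at an unadjusted p under 0.05). By camera, 25 genes of hypoxia and glycolysis (adjusted p = 2.41e-04), 39 of chemokines and their receptors (adjusted p = 0.0186) and 19 of antigen presentation (adjusted p = 0.0408) were higher in GCM LN18 than in GCM U87-MG. None of these 3 sets passed with an estimated correlation (adjusted p = 0.980, 0.276 and 0.777), and adjusted over the list alone they held 3, 0 and 3 genes that differed. Antigen presentation did not pass without some arrays (adjusted p = 0.189 without GCM U87-MG replicate 1, 0.225 without GCM LN18 replicate 3 and 0.0952 without GCM U87-MG replicate 3). With the replicate block, genes of homeostatic microglia were also higher in GCM LN18 by camera (adjusted p = 0.0263, against 0.0504 without it). They did not pass with an estimated correlation and the block (adjusted p = 0.399). Of the 25 genes of hypoxia and glycolysis, 3 were higher than in untreated microglia in GCM LN18 (3 when adjusted over the list alone, 1 with the replicate block, camera adjusted p = 1.54e-04, and adjusted p = 0.571 with an estimated correlation) and 0 in GCM U87-MG (5 at an unadjusted p under 0.05, camera adjusted p = 0.411, and 0.00200 without control replicate 2). Of the 19 genes of antigen presentation, 2 were higher than in untreated microglia in GCM LN18 (2 and 0 when adjusted over the list alone), with a median of -0.03, a mean of 0.05 and a camera adjusted p of 0.267 (0.0303 without control replicate 1), and 0 passed limma's test in GCM U87-MG (1 at an unadjusted p under 0.05, camera adjusted p = 0.620). Mxi1, a Myc antagonist induced by hypoxia, rose by 0.49 (adjusted p = 0.00636 from limma) and the lactate transporter gene Slc16a3 by 0.50 (adjusted p = 0.0254 from limma, 0.0998 with the replicate block) in GCM LN18.

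**Figure D3:**
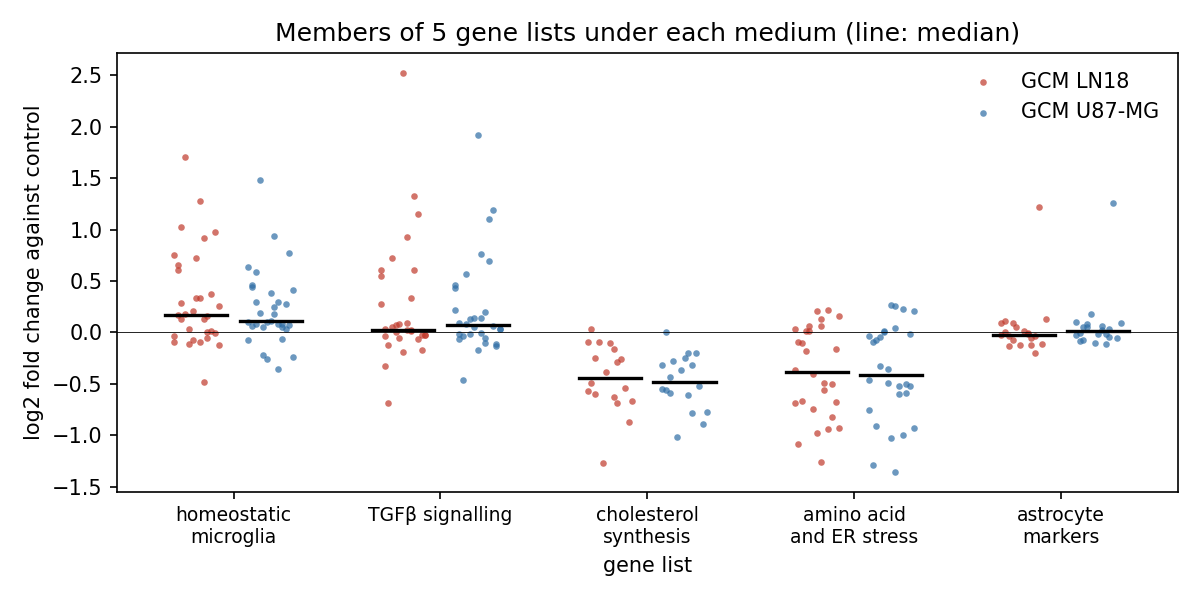
Log2 fold change against untreated microglia of each measured member of 5 gene lists, red for GCM LN18 and blue for GCM U87-MG, with the median as a line. The medians lie above 0 for genes of homeostatic microglia and below 0 for cholesterol synthesis and amino acid stress in both media.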

We found that microglia functional responses and gene expression profiles differ when exposed to different human glioma cells. Many previously described markers did not manifest in murine microglia polarized by human glioma cells. It is worth noting that in this study microglial cells were treated for several hours to define early responses and this could be partially responsible for small changes in the pre-defined markers. Nonetheless, activated pathways and biological processes show similarities in microglial responses. 

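A minority of the measured markers of alternative activation and of disease-associated microglia passed the test, where 894 of 17097 genes passed in GCM LN18 and 259 in GCM U87-MG. Of 23 measured genes of alternative activation, 2 were higher and 3 lower in GCM LN18 at an adjusted p under 0.05 from limma (2 and 5 when adjusted over the list alone, 0 and 2 with the replicate block), and 0 and 2 in GCM U87-MG (2 and 3 when adjusted over the list alone, 0 and 0 with the replicate block, 7 at an unadjusted p under 0.05 there from limma). As a set they did not pass limma's camera test (adjusted p = 0.978 and 0.411), with a median of 0.03 and a mean of 0.13 in GCM LN18 and a median of -0.04 and a mean of 0.02 in GCM U87-MG. Tgm2 was 1 of the higher ones in GCM LN18. Mrc1, the mannose receptor, fell by 0.25 on the log2 scale (adjusted p = 0.0375 from limma, 0.182 with the replicate block), Cd200r1, an inhibitory receptor, by 0.73 (adjusted p = 0.00893 from limma) and Il1rn, the interleukin 1 receptor antagonist, by 0.47 (adjusted p = 0.00583 from limma) in GCM LN18. In GCM U87-MG, Cd200r1 fell by 0.61 (adjusted p = 0.0426 from limma, 0.198 with the replicate block) and Il1rn by 0.51 (adjusted p = 0.0130 from limma, 0.105 with the replicate block). Other Il1rn probe sets, nearly as bright, had log2 fold changes of -0.16 and -0.13 in GCM LN18 and -0.19 and -0.04 in GCM U87-MG. They did not pass limma's test over all named probe sets (adjusted p = 0.293, 0.553, 0.271 and 0.900). With the mean of its probe sets Il1rn did not pass limma's test in either medium (adjusted p = 0.0791 and 0.129). Its fall therefore rests on 1 probe set.

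Of 22 genes of disease-associated microglia, 0 were higher and 2 lower in GCM LN18 (0 and 3 when adjusted over the list alone, 0 and 0 with the replicate block, 4 at an unadjusted p under 0.05 there from limma, camera adjusted p = 0.0983), and 0 changed in GCM U87-MG (8 at an unadjusted p under 0.05 from limma, 0 and 6 when adjusted over the list alone, camera adjusted p = 0.138, and 0.0465 without control replicate 2 and 0.0367 without GCM U87-MG replicate 2). The lower ones were Clec7a, the β-glucan receptor dectin 1 (-0.28, adjusted p = 0.0157 from limma, 0.106 with the replicate block), and Atp6v0d2, a subunit of the vacuolar proton pump (-0.52, adjusted p = 0.00983 from limma, 0.0565 with the replicate block).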

One of most established markers of polarized microglia in glioma is Arginase 1 (*Arg1*). *Arg1* reduces levels of l-arginine that is essential for normal T-cell function. The increased Arg1 expression was associated with the immunosuppressive phenotype in microglia/macrophages in rat and mice glioma models (10, 15, 27). A recent study reported that inhibition of *Arg1* with the specific inhibitor in murine gliomas leads to the improved antitumor immune response and reduced tumor size (28). We report the increased *Arg1* expression in murine microglia exposed to human glioma GCM, suggesting the activation of immune-suppressive phenotype in these cells. Interestingly, *Arg1* expression is not significantly upregulated in published data sets of GAMs.

Nonetheless, global gene expression analysis revealed genes associated with immune response and immunosuppression (*Pmepa1, Ctla2a/b, Larc15a, Tgfbi*, and *Tgm2*). 

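Ctla2a and Ctla2b, which encode inhibitors of cysteine proteases, rose in both media. The log2 signal of Ctla2a was 7.11 ± 0.28 (SD, n = 3) in untreated microglia, 8.87 ± 0.25 (SD, n = 3) in GCM LN18 and 8.56 ± 0.05 (SD, n = 3) in GCM U87-MG, a log2 fold change of 1.77 (standard error 0.15, adjusted p = 9.35e-04 from limma) and 1.46 (adjusted p = 0.00450 from limma). Ctla2b had log2 fold changes of 1.91 (adjusted p = 0.00315 from limma) and 1.58 (adjusted p = 0.0190 from limma, 0.106 with the replicate block). The genes are paralogs, so their probe sets may share transcripts. Carmil1, a regulator of actin capping that Fig. 4C gives under its older symbol Lrrc16a, rose by 2.33 (adjusted p = 0.00195 from limma) in GCM LN18 and by 1.39 (adjusted p = 0.0360 from limma, 0.174 with the replicate block) in GCM U87-MG, and the difference of 0.94 did not pass (adjusted p = 0.219 from limma). The log2 fold change of Tgfbi was 2.52 (standard error 0.30, adjusted p = 0.00309 from limma) in GCM LN18 and 1.92 (adjusted p = 0.0258 from limma, 0.128 with the replicate block) in GCM U87-MG. A dimmer probe set of Tgfbi rose 7.34-fold in GCM LN18 and 4.55-fold in GCM U87-MG. Pmepa1 is not analysed here.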

Activation of TGFβ signaling pathway has been corroborated by Western blot results and detection of the increased levels of phosphorylated Smad2 in microglia after treatment with GCM from LN18 and U87-MG cultures for 6 h. Signaling associated with TGFβ pathway and increased *Tgfbi* expression have been reported in microglia from GL261 gliomas (5). *Tgm2* expression is also induced by TGFβ pathway, participates in immune responses, and contributes to functions of monocytes/macrophages from migration to differentiation (29).

Interestingly, while GCM from all tested glioma cell lines induced the proinvasive activation of microglia, and in case of LN18 and U87MG increases in gene expression, GCM from U87-MG was particularly potent in induction of phagocytosis, morphological transformation, and tumor invasion support. All those cellular events are regulated in microglia by integrin signaling and mediated by activation of focal adhesion kinase/FAK-PI3K-Akt signaling. We have previously reported that tumor derived osteopontin, a ligand of integrins αvβ3, induces FAK-PI3K-Akt signaling in rat microglia (16). In fact, we found that U87-MG cells express and secrete larger quantities of osteopontin than other glioma cells (29), so it may explain the strongest effects of GCM from U87-MG cells on integrin signaling related events in microglia.

### A Critical Assessment of Gene Expression Markers of Glioma-Induced Microglia Polarization

Classification of macrophage functions according to M1 and M2 phenotypes have been based on *in vitro* studies (30), but those phenotypes failed to be reproduced *in vivo*. It has been suggested that GAMs do not undergo an M2 polarization, but rather present a mixture of M1, and M2a,b,c-specific genes (5).

Our comparative analysis of GAM transcriptomics across different *in vivo* models—human, mouse, and rat, failed to reproduce consistent microglia phenotypes that could be classified according to previously reported gene signatures and showed remarkably low similarity between models. A mouse GL261 model is most commonly used in studies on glioma pathobiology, and thus, it is best characterized. However, our results show a stronger similarity of human GAMs gene expression profiles with transcriptomes of microglia infiltrating rat C6 gliomas, than murine GL261 gliomas (Figure S4 in Supplementary Material; Table 2). Both rat C6 and murine GL261 gliomas are cell line allografts that allow recapitulating the immune system response (31, 32), which might be limited in human xenograft models utilizing immunodeficient animals. C6 cell line produces tumors in outbred Wistars rat and has been reported to mimic best the gene expression changes of human glioma, among other rat cell lines (33). On the other hand, mouse GL261 cells form aggressive tumors in syngeneic C57BL/6 strains and present several molecular alterations that are commonly found in human gliomas: *p53* and *K-ras* mutations, MHCI, and MHCII downregulation (32).

The discrepancies and the low commonality in presented data sets might stem from different sources. The analyzed data sets were collected by different groups, using different methodologies (RNA-seq, microarrays) and different platforms for high-throughput transcriptome analysis, which could lead to an increased rate of false negatives and did not allow us to detect less pronounced effects. Even more important constrain which may hamper our analyses stems from methodological differences in GAM isolation, namely, FACS-based immunosorting versus immunomagnetic beads which may result in different degree of sample purity. Magnetic-activated cell sorting is thought to exert less shear stress on sorted cells than FACS. However, FACS offers a possibility to separate cells based on several markers simultaneously, allows for adjustments in gating strategy, and yields better purity.

Analyzed data sets were collected utilizing distinct markers: CD14 or CD11b or CD11bCD45^low/high^ cells, which may result in different subpopulations with discrete functions. Unification of protocols, better separation of different subpopulations, or single-cell sequencing may bring more conclusive results.

Summarizing, despite of all difficulties we have identified two gene candidates for an universal GAM marker in experimental gliomas—*Tgm2* and *Gpnmb*, which should be further investigated. In addition, our functional analysis shows that pathways regulating the similar cell functions are upregulated across all models. It suggests that studies on universal mechanisms orchestrating an adaptation of the tumor-supporting phenotype by microglia and macrophages should be focused on functional groups rather than on individual genes.

## Ethics Statement

The experiments were performed on glia cultures developed from mice pups. According to EU regulations acquiring tissues from laboratory animals does not require a permission from the Ethical committee.

## Author Contributions

KWalentynowicz and BK design the study, interpreted data, and wrote the manuscript. KWalentynowicz performed most of functional and microarray experiments. NO performed transcriptomic data analyses on public data sets. MP and KWojnicki performed invasion and SqPCR assays. KS performed microarray experiments. JM performed computational analyses. IC developed primary GBM cell cultures. All the authors wrote the manuscript.

## Conflict of Interest Statement

Author MP was employed by company Glia Sp. z o.o. All other authors declare no competing interests.

# Supplementary material for: In Search for Reliable Markers of Glioma-Induced Polarization of Microglia
**Source:** Front Immunol. 2018 Jun 15;9:1329. doi: 10.3389/fimmu.2018.01329
**Supplement:** Supplementary file 5

Supplementary Table S1. The list of primers used for qRT-PCR

| Gene | Forward | Reverse |
| --- | --- | --- |
| *18S* | CGGACATCTAAGGGCATCACA | AACGAACGAGACTCTGGCATG |
| *cMYC* | AAAACCAGCAGCCTCCCGCGA | AATACGGCTGCACCGAGTCGT |
| *SMAD7* | TCCTCCGCTGAAACAGGGGGAAC | AGTGTGACCGATCCCCAGGCTC |
| *MMP14* | CTCGGCCCAAAGCAGCAGCT | GCGATGGCCGCTGAGAGTGA |
| *CCL22* | CGTGATTACGTCCGTTACCG | AAGGTTAGCAACACCACGC |
| *SPP1* | AAGCAGCTTTACAACAAATACCCA | TACTTGGAAGGGTCTGTGGGG |
| *Arg1* | TCAAAAGGACAGCCTCGAGGAGGG | AGGTCCCCGTGGTCTCTCACG |
| *Mmp14* | GCAACTTCAGCCCCGAAGCCT | GGAACACCACAGCGAGGGCG |
| *cMyc* | CCCGCGATCAGCTCTCCTGAA | TCACGTTGAGGGGCATCGTCG |
| *Cxcl14* | CAGAGAGAGGCGTGCTTGAA | CAGGAGCAGCAGGAGCAG |
| *Irf7* | GAGTCTGGGGCAGACCCCGT | CAAGGCTGCGCTCGGTGAGA |
| *Smad7* | ACCTTCCTCCGCGGAAACCG | CCACGCACCAGTGTGACCGA |
| *Tgm2* | GACAATGTGGAGGAGGGATCT | CTCTAGGCTGAGACGGTACAG |
| *Cx3cr1* | GAGTATGACGATTCTGCTGAGG | CAGACCGAACGTGAAGACGAG |
| *Tgfbi* | GCGACTTGCCCCTGTCTAT | AACTGAGAGAAACTGGCGGG |
| *Tmem37* | AGTGCGACAGCTAGGCCA | AGCTTGTGGGCCTGCG |
| *Socs2* | AGTTCGCATTCAGACTACCTACT | TGGTACTCAATCCGCAGGTTAG |

# Supplementary material for: In Search for Reliable Markers of Glioma-Induced Polarization of Microglia
**Source:** Front Immunol. 2018 Jun 15;9:1329. doi: 10.3389/fimmu.2018.01329
**Supplement:** Supplementary file 6

UBE2C  
Usp18  
Vcam1  
Wdhd1  
AI504432  
Amica1  
Cd109  
Ch25h  
Clic4  
Csf2rb  
Ctla2a  
Gatm  
Fanci  
Foxm1  
Gpr132  
Gtse1  
HIF1A  
HJURP  
HTR7  
KIFC1  
LDLRAD3  
Lgals3bp  
Ly9  
MAD2L1  
PLOC2  
PPIC  
Prdx1  
Prr11  
Socs2  
RAD51AP1  
RAI14  
TNC  
Tuba4a

How the deposited data were processed for this re-analysis (not part of the article)

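The 9 samples were primary murine microglia, 3 untreated, 3 kept for 6 h in GCM LN18 and 3 in GCM U87-MG. Each was hybridized to 1 Affymetrix MG-430 PM strip array. Groups were taken from the deposited sample labels. The submitters' design text states that the 3 replicates come from separate cortical cultures. It does not state whether a replicate number marks 1 culture in all 3 groups.

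The values deposited by the authors are log2 signals of probe sets, which the authors had normalized before deposit so that the quantiles of the 9 arrays lie close together. The submitters' notes name R, Bioconductor and limma. The methods of background correction, normalization and summary are not stated directly for these arrays, nor is the version of limma. The legend of Fig. 4 refers to the Methods, which name RMA in the section on comparing data sets. Whether RMA was used for these arrays is not stated. The table holds 45141 probe sets, of which 104 are controls and were left out. Of the other 45037, 28898 have 1 symbol in the platform's annotation and 28689 were matched to a current symbol by gene identifier. Probe sets with several symbols (551) or unnamed here (15588) were left out of tests of genes. Arrays have no read depth, so their number, 3 per group, limits the precision.

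Each gene was represented by its probe set with the highest mean over all arrays, which gave 17097 genes. Linear models were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group over all 9 arrays, and tested by its moderated statistics. The comparisons were GCM LN18 against control, GCM U87-MG against control, GCM LN18 against GCM U87-MG and the mean of both GCM against control. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and as 2-fold where the log2 fold change was also at least 1 in size. The 3 arrays of a replicate number have the same mean as the others for every probe set within 1e-06. A fit with the replicate number as a block has 4 residual degrees of freedom in place of 6. Its values are given beside the printed adjusted p of calls it ends or makes, not for genes listed by symbol alone. The counts with the block had been seen before this was decided, and the decision rests on the equal means.

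Named genes are those the paper names for this experiment, whose fold changes in its figure and table had been seen. To these were added, for each medium, the 10 highest and 10 lowest genes past the test whose treated arrays all lie on one side of the untreated ones, and 5 and 5 by the same rule between the media. At most 2 higher and 2 lower members past the test were added from each gene list. Gene lists numbered 26, of which 23 were written beforehand: TGFβ signalling, homeostatic microglia, disease-associated microglia, interferon response, NF-κB inflammation, alternative activation, hypoxia and glycolysis, amino acid and endoplasmic reticulum stress, cholesterol synthesis, lipid targets of LXR, iron and Nrf2, chemokines and receptors, phagocytosis, antigen presentation, JAK-STAT feedback, matrix remodelling, immediate early genes, cell cycle, and markers of astrocytes, the oligodendrocyte lineage, neurons, fibroblasts and endothelium, and border macrophages. The other 3 are the columns of Table S2 for human CD11b+, murine CD11b+ and rat CD11b+CD45low cells, without the 7 genes of this study. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01, and again with an estimated correlation, adjusted over the 26 lists. They were also tested with limma's fry, whose values are given only for homeostatic genes with the replicate block. Members were matched by their current symbol, and by an older name only where it is not the current symbol of another gene, a rule set after the results had been seen. Counts adjusted over the list alone use the p-values of its own members.

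Alternatives were the replicate block, eBayes with trend and robust estimation, a filter on dim genes, any probe set of a gene, the mean of its probe sets, only the groups compared, a joint F test of both media, an ordinary F test of the 3 groups, quantile normalization, median centring, array weights, treat with a minimum of 1.2-fold, an estimated correlation, and each array left out in turn. Added after the data were seen were the joint F test over all probe sets, the joint F test with the block, the estimated correlation with the block, and Tgm2 kept in the lists of Table S2. Random draws used the seed 20180615. The fits were tested on simulated data of 17097 genes, in 20 simulations of GCM LN18 against control. In these, 100 genes were changed 2-fold and 100 were changed 1.41-fold, and the shares below hold for that setting. Without the block, 99.8% of the genes changed 2-fold and 96.8% of those changed 1.41-fold were recovered, 28.7% of the calls were false and 11.6% of unchanged genes had an unadjusted p under 0.05. With the block these were 99.8%, 94.2%, 6.13% and 4.85%. A shifted list of 25 genes was called in 20 of 20 simulations, and 0 of 500 unshifted lists were called by camera. Among the real arrays, splits other than the true one gave up to 10 lists past camera in GCM LN18 and 11 in GCM U87-MG. The 0 of 500 therefore does not show how often camera calls a list falsely in the real data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Pmepa1, Gatm, Gdf15 and Ccr7 are not analysed here. The result for 1 gene is not reported here.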

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

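Of the tests in this part, that of the replicate means, those of explanations for the lower cholesterol synthesis and amino acid stress genes and that of the 2-fold genes in both media with the replicate block were chosen only after the result was seen.

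H2-DMb2 was the only gene of 17097 past limma's test between the media, with a log2 difference of 0.34. Gene lists that differed between the media by camera were hypoxia and glycolysis (adjusted p = 2.41e-04), chemokines and receptors (adjusted p = 0.0186) and antigen presentation (adjusted p = 0.0408, and 0.189 without GCM U87-MG replicate 1, 0.225 without GCM LN18 replicate 3 and 0.0952 without GCM U87-MG replicate 3). None of them passed with an estimated correlation (adjusted p = 0.980, 0.276 and 0.777). Lists the paper does not discuss differed from untreated microglia by camera at its preset correlation. With an estimated correlation, only the list of homeostatic genes passed (adjusted p = 0.0164 and 0.0238). Adding the replicate block ended that camera call as well (adjusted p = 0.0594 and 0.0801). By limma's fry with the block the list passed (adjusted p = 0.0047 and 0.0139). The median log2 fold change of homeostatic genes was 0.17 in GCM LN18 and 0.11 in GCM U87-MG, and that of hypoxia and glycolysis was 0.19 in GCM LN18. It was -0.38 and -0.41 for amino acid stress, -0.44 and -0.48 for cholesterol synthesis, and -0.18 and -0.17 for iron and Nrf2.

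Fewer genes passed with the replicate number in the fit. The 3 replicate means are equal for 100% of the probe sets, as they are when the mean of each replicate is subtracted before deposit. This may be why a fit without the block gave 28.7% false calls in simulated data. The deviations of arrays from their group means correlate between -0.72 and -0.06 by construction, so they cannot show whether a replicate number marks 1 culture. No biological explanation was tested.

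The genes of cholesterol synthesis and of amino acid stress past the test were lower in both media. A shift of whole arrays moves a list and the other genes alike, and is excluded for cholesterol synthesis, since the change in its median minus that of the other genes had upper 95% limits of -0.157 in GCM LN18 and -0.195 in GCM U87-MG with the replicate block. For amino acid stress these limits were -0.00428 and 0.054, so the interval in GCM U87-MG does not settle it. That list changed by -0.694 and -0.636 relative to the other genes. The median change of the other genes was -0.00361 and -0.00252, and array medians lay between 3.39 and 3.41. A shift would move both alike, so these values argue against it for amino acid stress. More astrocytes in the untreated cultures are excluded. Of 20 astrocyte markers, 16 lay below the median gene (Slc1a3 at 2.85, Gja1 at 3.03, Gfap at 3.32). Of the 95% intervals of the 4 others, with the replicate block in both media, 0 of 8 reached the list medians (lowest limit -0.284). Among these 4, Fabp7 had log2 fold changes of 1.22 and 1.26 (lower limits 0.375 and 0.419). Arrays of medium conditioned by other cells number 0, so a response to any conditioned medium, or to spent nutrients, may also account for it and stays open beside one to glioma factors.

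More genes passed in GCM LN18 (894) than in GCM U87-MG (259). That 1 GCM LN18 array decides the count is excluded, since without GCM LN18 replicate 1, 2 or 3 the same fit gave 388, 337 and 458 genes in GCM LN18 against 130, 100 and 116 in GCM U87-MG. Of the genes called in GCM U87-MG, 58.7% had the larger absolute fold change in GCM LN18 (median 0.399 against 0.361), but choosing genes by their call in GCM U87-MG favours that medium, so the share decides nothing. A stronger effect of GCM LN18 stays open.

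Splits of the 6 arrays of 2 groups are 10, too few for a share under 0.05. In GCM LN18 the real split gave 894 genes against at most 0 in another, and 28 against 0 at 2-fold, each the 1 largest. In GCM U87-MG it gave 259 against 60, and 14 against 1 at 2-fold, again the 1 largest each. Between the media it gave 1 gene against 1, reached by 2 splits. For gene lists it gave 7 against 10 in GCM LN18, 8 against 11 in GCM U87-MG and 3 against 10 between the media, with 5 splits as large in each. In splits balanced over the replicate numbers, fitted with the replicate block, chance can be excluded for both media against control. The real split gave 131 genes against 0 in 27 choices, the 1 largest. At 2-fold in both media it gave 4 against 2 in 100 groupings, again the 1 largest. Of those 4, AU020206 and Ctla2a had an adjusted p of 0.0499 from limma in GCM U87-MG with the block, just under the threshold. The margin rests on these calls, so chance is not excluded there. Without the block the real split gave 13 against 10 at 2-fold in both media in 100 groupings, and 635 against 344 for both media against control in 84 splits. Most of these other splits mix the replicate numbers in a way the real one does not, so chance is judged by the splits with the block. The 344 came from exchanging control replicate 2 with GCM U87-MG replicate 2.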

How the results depend on the processing

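Of the tests in this part, the joint F test over all probe sets, the joint F test with the replicate block, the estimated correlation with the block and Tgm2 kept in the lists of Table S2 were chosen only after the result was seen.

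No result past its test reversed under any setting run. Signs changed in 19 values of 9 gene results and 66 of 26 list results, none past the test in either setting (lowest adjusted p 0.599 and 0.353). Of 98 calls of named genes, the replicate block kept 36 and median centring 98. Olfml3, Cxcl14, Ctla2a, Cx3cr1 and AU020206 kept their calls in both media under each of the 22 alternatives other than treat. Treat with 1.2-fold called 4 genes in GCM U87-MG, so not all of those named kept their calls there.

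The replicate block left 150 genes in GCM LN18 (17 at 2-fold), 8 in GCM U87-MG (4 at 2-fold), 4 at 2-fold in both media, 0 between the media (865 at an unadjusted p under 0.05 from limma) and 139 for the mean of both GCM. The block raised the lists past camera in GCM LN18 to 11. It leaves 4 residual degrees of freedom.

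Between the media, 0 genes passed limma's test with trend and robust estimation, with any probe set and with only the groups compared, and 2 with quantile normalization and with array weights. Array weights gave 153 genes in GCM U87-MG. With only the groups compared, which leaves fewer arrays, 45 passed there (7 at 2-fold) and 6 at 2-fold in both media. The joint F test gave 578 in each medium by construction. The ordinary F test gave 361 in GCM LN18 (10 at 2-fold), and 5 at 2-fold in GCM U87-MG and in both media. The joint F test with the block gave 22 in each medium, 5 at 2-fold in GCM LN18, and 4 in GCM U87-MG and in both. Over all probe sets it gave 51 at 2-fold in GCM LN18, 944 and 32 in GCM U87-MG and 30 in both. Treat with 1.2-fold gave 4 in GCM U87-MG and 4 in both media.

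For gene lists, the mean of probe sets gave 14 in GCM LN18 and 1 between the media. An estimated correlation gave 1, 1 and 0 in GCM LN18, in GCM U87-MG and between the media, and with the block 0, 0 and 0. Keeping Tgm2 in the lists of Table S2 left the counts at 7, 8 and 3. The homeostatic list ran from 1.56e-08 to 0.0594 in GCM LN18 and from 1.10e-07 to 0.0801 in GCM U87-MG in adjusted p. The correlation between the media was 0.8357 without dim genes, where neuron markers gave no value. For the other changes the cause was not tested.

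Leaving out 1 array at a time, GCM LN18 gave 337 to 856 genes. It gave 485 without control replicate 1, and 388, 337 and 458 without GCM LN18 replicates 1, 2 and 3. At 2-fold it gave 18 (without GCM LN18 replicate 2) to 36. GCM U87-MG gave 32 to 229, and every array but control replicate 3 moved it by over 1.5 times: 44, 130 and 32 without control, GCM LN18 and GCM U87-MG replicate 1, 65, 100 and 87 without replicate 2, and 116 and 32 without GCM LN18 and GCM U87-MG replicate 3. At 2-fold it gave 2 to 12, with 5, 8, 9, 3 and 2 without control replicates 1 and 2, GCM LN18 replicate 2 and GCM U87-MG replicates 1 and 3. In both media 2 to 12 genes passed at 2-fold, with 5, 8, 7, 3 and 2 without the same arrays. Between the media 0 to 0 passed. The mean of both GCM gave 328 to 742, with 328 and 434 without control replicates 1 and 2, 478, 438 and 544 without GCM LN18 replicates 1, 2 and 3, and 493 and 536 without GCM U87-MG replicates 1 and 3. Lists past camera were 7 to 10, 6 to 10 and 2 to 4, and the correlation was 0.7116 to 0.8173. Genes near background, below the median gene at 4.34, limit what a fold change there can show.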

Differences from the paper's values

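No test in this part was chosen only after the result was seen, apart from the joint F tests over all probe sets and with the replicate block.

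The paper reports 20 genes common to both media, and 13 passed here at an adjusted p under 0.05 and 2-fold. The legend of Fig. 4 states an adjusted p under 0.05 and no fold limit, and at that alone 114 genes were higher and 89 lower in both media here. Pmepa1, Gatm and Gdf15, which the paper names, are not analysed here and cannot be among these. All alternatives set before the data were examined differ too, with 2 to 13 genes. The joint F test over all probe sets, chosen after seeing the values, gives 30 probe sets, and of 8 genes of Fig. 4C analysed here it drops 1, Tgm2, from those at least 2-fold in both media.

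For Tgm2, the paper's adjusted p is 2.60E-02 in both media. Here it is 0.0116 in GCM LN18 and 0.143 in GCM U87-MG by limma. The paper's folds are 4.29 and 2.46, and here they are 3.21 and 1.92, so Tgm2 is past 2-fold in GCM U87-MG in the paper and not here. In GCM LN18, the alternatives within 1.5 times the paper's value are the mean of probe sets (0.0259), only the groups compared (0.0295), the joint F test (0.0314) and leaving out any array except control replicate 1 (0.0177 to 0.0353). Those that are not are the replicate block, trend and robust estimation, the dim filter, any probe set, the ordinary F test, quantile normalization, median centring, array weights, leaving out control replicate 1, and the joint F tests over all probe sets and with the replicate block (0.140), both chosen after seeing the values, over a range of 0.00873 to 0.140 for all settings. In GCM U87-MG only the joint F test (0.0314) is within it, over a range of 0.0314 to 0.416, and the joint F test over all probe sets, chosen after seeing the values, also calls Tgm2, which stays below 2-fold in GCM U87-MG and so is the 1 of the 8 genes it drops.

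The paper's 36 genes in either medium were 29 here at 2-fold, a limit the legend does not state, and leaving out control replicate 2 gave 36. Its 15 genes for GCM LN18 alone and 1 for GCM U87-MG alone were 15 and 1 here. With the replicate block these counts were 13 and 0. Leaving out 1 array gave 11 to 28 for GCM LN18 alone and 0 to 2 for GCM U87-MG alone. Fig. 4A shows Tox2 and Pim1 lower in GCM LN18. Here the log2 fold changes were -0.09 (adjusted p = 0.531 from limma) and -0.26 (adjusted p = 0.199 from limma), neither past the test. The paper places Acss1 in GCM U87-MG alone, and it passed the test in both media here, at 2-fold in GCM U87-MG alone. Tgm2 passed in GCM U87-MG with the joint F tests without the block, in which both media share 1 adjusted p. Fig. 4C gives the same fold for Lrrc16a and Tgfbi, about 4.9 in GCM LN18 and about 3.5 in GCM U87-MG, read by eye. Here the folds of Carmil1 were 5.04 and 2.63, the fold of Tgfbi in GCM LN18 was 5.75, and its log2 fold change in GCM U87-MG was 1.92.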

Other observations

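No test in this part was chosen only after the result was seen, apart from the estimated correlation with the replicate block, and the levels are reported as values.

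Gpnmb, a membrane glycoprotein, was among the brightest genes. It stood at 11.63 ± 0.11 (SD, n = 3) in untreated microglia, 11.51 ± 0.01 (SD, n = 3) in GCM LN18 and 11.59 ± 0.12 (SD, n = 3) in GCM U87-MG. Its log2 fold changes of -0.12 and -0.04 did not pass (adjusted p = 0.383 and 0.810 from limma). The paper follows Mmp14, Myc, Ifnb1, Irf7 and Smad7 by qRT-PCR. On the arrays at 6 h, Mmp14 had log2 fold changes of 0.53 and 0.24 (adjusted p = 0.325 and 0.701 from limma), Myc of 0.17 and 0.11 (adjusted p = 0.0731 and 0.262 from limma), Ifnb1 of -0.10 and -0.14 (adjusted p = 0.345 and 0.234 from limma) and Irf7 of 0.19 and 0.19 (adjusted p = 0.716 and 0.738 from limma).

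Of 30 genes of matrix remodelling, 4 were higher and 0 lower in GCM LN18 (5 and 2 when adjusted over the list alone, 3 and 0 with the replicate block, camera adjusted p = 0.154) and 3 and 0 in GCM U87-MG (3 and 3 when adjusted over the list alone, 1 and 0 with the replicate block, camera adjusted p = 0.420). Of 28 immediate early genes, 3 were higher and 1 lower in GCM LN18 (6 and 1 when adjusted over the list alone, 0 and 0 with the replicate block, 8 at an unadjusted p under 0.05 there from limma, camera adjusted p = 0.0565) and 1 and 0 in GCM U87-MG (5 and 1 when adjusted over the list alone, 0 and 0 with the replicate block, 7 at an unadjusted p under 0.05 there from limma, camera adjusted p = 0.0564). Their set was higher with the block (adjusted p = 0.0395 and 0.0419, and adjusted p = 0.395 and 0.430 with an estimated correlation and the block). Leaving out 1 array gave an adjusted p of 0.0317 without GCM LN18 replicate 1, 0.0436 without GCM U87-MG replicate 1, 0.0336 without control replicate 2 and 0.0492 without GCM LN18 replicate 2 in GCM LN18, and of 0.0287 without control replicate 2, 0.0486 without GCM U87-MG replicate 2 and 0.0368 without GCM U87-MG replicate 3 in GCM U87-MG. Of 35 cell cycle genes, 0 passed limma's test in either medium (5 in each at an unadjusted p under 0.05, 0 when adjusted over the list alone). The set was higher by camera (adjusted p = 9.34e-04 and 0.00111, with an adjusted p = 0.594 and 0.594 with an estimated correlation, and 0.144 without control replicate 1 in GCM LN18 and 0.272 without control replicate 1 in GCM U87-MG). Its members except Kif4 are also in the human and rat lists of Table S2. Of 16 lipid targets of LXR, 1 was higher and 0 lower in each medium, Ch25h (1 and 1, and 1 and 0, when adjusted over the list alone, and with the replicate block 1 and 0 in GCM LN18 and 0 of them in GCM U87-MG, 4 at an unadjusted p under 0.05 from limma), with a median of 0.01 against a mean of -0.01 in GCM LN18 and a camera adjusted p of 0.758 and 0.420.

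Markers of other cells were few among the called genes. Fabp7, an astrocyte marker, had log2 fold changes of 1.22 in GCM LN18 and 1.26 in GCM U87-MG, neither past limma's test. Of 20 astrocyte markers, 0 were higher and 1 lower in GCM LN18 (0 and 1 when adjusted over the list alone, 0 and 0 with the replicate block, 2 at an unadjusted p under 0.05 there from limma), with a median of -0.02 and a mean of 0.04 and a camera test in the direction of lower (adjusted p = 0.763), and 0 passed limma's test in GCM U87-MG (3 at an unadjusted p under 0.05, camera adjusted p = 0.582). Of 12 markers of the oligodendrocyte lineage, 0 passed in either medium (2 in each at an unadjusted p under 0.05 from limma), with a median of 0.01 and a mean of -0.01 in GCM LN18 (camera adjusted p = 0.978 and 0.785). Of 14 neuron markers, 0 passed in either medium (2 and 4 at an unadjusted p under 0.05 from limma, 1 and 0, and 2 and 1, when adjusted over the list alone), with a median of -0.01 and a mean of 0.00 in GCM U87-MG (camera adjusted p = 0.711 and 0.949). Of 15 markers of fibroblasts and endothelium, 1 was higher and 1 lower in GCM LN18 (1 and 1 when adjusted over the list alone, 0 and 0 with the replicate block, 2 at an unadjusted p under 0.05 there from limma), with a median of 0.01 and a mean of -0.02 (camera adjusted p = 0.978), and 1 and 0 in GCM U87-MG (0 and 0 with the replicate block, 2 at an unadjusted p under 0.05 there from limma, camera adjusted p = 0.785). Of 14 border macrophage markers, 0 were higher and 1 lower in GCM LN18 (2 and 1 when adjusted over the list alone, 0 and 0 with the replicate block, 4 at an unadjusted p under 0.05 there from limma), and 0 passed in GCM U87-MG (2 at an unadjusted p under 0.05 from limma, camera adjusted p = 0.526 and 0.671).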
